# Tia1 dependent regulation of mRNA subcellular location and translation controls p53 expression in B cells

**DOI:** 10.1038/s41467-017-00454-2

**Published:** 2017-09-13

**Authors:** Manuel D. Díaz-Muñoz, Vladimir Yu. Kiselev, Nicolas Le Novère, Tomaz Curk, Jernej Ule, Martin Turner

## Abstract

Post-transcriptional regulation of cellular mRNA is essential for protein synthesis. Here we describe the importance of mRNA translational repression and mRNA subcellular location for protein expression during B lymphocyte activation and the DNA damage response. Cytoplasmic RNA granules are formed upon cell activation with mitogens, including stress granules that contain the RNA binding protein Tia1. Tia1 binds to a subset of transcripts involved in cell stress, including p53 mRNA, and controls translational silencing and RNA granule localization. DNA damage promotes mRNA relocation and translation in part due to dissociation of Tia1 from its mRNA targets. Upon DNA damage, p53 mRNA is released from stress granules and associates with polyribosomes to increase protein synthesis in a CAP-independent manner. Global analysis of cellular mRNA abundance and translation indicates that this is an extended ATM-dependent mechanism to increase protein expression of key modulators of the DNA damage response.

## Abstract (web summary)

Sequestering mRNA in cytoplasmic stress granules is a mechanism for translational repression. Here the authors find that p53 mRNA, present in stress granules in activated B lymphocytes, is released upon DNA damage and is translated in a CAP-independent manner.

## Introduction

Programmed DNA damage occurs during B-cell development to generate highly diverse immunoglobulins (Ig). In pro- and pre-B cells, the formation of double strand DNA breaks (DSB) is required for recombination of the variable (V), joining (J), and diversity (D) gene segments of the Ig loci (VDJ recombination) to generate a functional B cell receptor (BCR)^1^. Cytosine deamination by activation-induced cytidine deaminase (AID) in mature B cells allows class switch recombination (CSR) and somatic hypermutation (SHM), two mechanisms that increase the antibody repertoire upon antigen encounter^2–4^. B lymphocytes rely on constant monitoring of genome integrity. DNA damage repair (DDR) pathways, including homologous recombination (HR), non-homologous end joining (NHEJ), base excision repair (BER) and mismatch-mediated repair (MMR), are finely coupled to cell cycle progression^5^, differentiation^6^ and apoptosis upon B-cell activation to prevent B cell tumour transformation^7^. Cell cycle checkpoints are essential for timely DNA repair. ATM and p53 activation enforce both G1 and G2 cell cycle arrest and activation of DDR pathways^8, 9^. ATM^−/−^ and p53^−/−^ B cells show defects in VDJ and class-switch recombination^10–12^. Notably, mice deficient in p53 and NHEJ or H2A.X develop aggressive B-cell lymphomas^13–15^. Lack of VDJ and class-switch recombination in the absence of NHEJ repair is not rescued by p53 deficiency^13^, which highlights the role of p53-mediated apoptosis in preventing the survival and expansion of tumour-transformed B lymphocytes.

P53 expression and activity is regulated both at the level of mRNA and protein^16–18^. It has been proposed that Bcl6 inhibition of p53 transcription is required for promoting error-prone DNA repair in germinal center (GC) B cells undergoing clonal expansion, CSR and SHM without inducing an apoptotic response^19^. However, recent characterization of the transcriptomes of follicular and GC B cells by deep sequencing indicates that p53 mRNA abundance does not change substantially^20, 21^, suggesting that other mechanisms in addition to transcription are important for p53 expression in B lymphocytes. Here we describe a general post-transcriptional mechanism that uncouples mRNA expression and protein synthesis upon B-cell activation. p53 protein is hardly detected in activated B lymphocytes, at least in part due to localization of its mRNA within cytoplasmic RNA granules where translation into protein is inhibited.

Cytoplasmic RNA granules are key modulators of post-transcriptional gene expression^22^. They are microscopically visible aggregates of ribonucleoprotein (RNP) complexes often formed upon stress-induced translational silencing. Disassembly of polyribosomes from messenger RNA can drive the formation of two RNA granule types in mammalian cells with distinct protein composition and functions: processing bodies (PBs) contain components of the mRNA decay machinery^23, 24^; and stress granules (SGs) contain members of the translational initiation complex^25, 26^ and several translational silencers, including Tia1 and Tia-like 1 (Tial1), that contribute to polysome disassembly and mRNA translational arrest. Although stress-induced PBs and SGs have been extensively studied in model cell systems, very little is known about whether they are formed and functional in primary cells. Here, we present evidence that formation of RNA granules controls post-transcriptional gene expression upon B cell activation. Exchange of mRNA transcripts between SGs and polysomes allows rapid translation of key modulators of the DNA damage response.

The RNA-binding protein Tia1 has an important role in SG nucleation. Tia1 overexpression induces the assembly of SGs in the absence of stress^25^, whereas depletion of the glutamine-rich prion-related domain of Tia1 impairs SGs formation^27^. Tia1 and Tial1 are essential for cell development and differentiation^28, 29^. Tial1 knockout (KO) mice are embryonic lethal, whereas 50% of Tia1-KO mice die by 3 weeks of age. Tia1-KO mouse survivors have profound immunological defects associated with increased production of TNF and IL-6^29^. By using individual-nucleotide resolution UV crosslinking and immunoprecipitation (iCLIP)^30^ and nucleus-depleted cell extracts we have identified the mRNA targets of Tia1 in activated B lymphocytes. Tia1 protein accumulates in SGs and is associated with translationally silenced mRNAs including that encoding the transcription factor p53. Genome-wide analysis of mRNA abundance and translation highlights the importance of mRNA subcellular location and translational repression for B-cell activation and clonal expansion. DNA damage induces Tia1 dissociation from its mRNA targets and translocation of these mRNAs out of SGs. This enables rapid protein synthesis of key transcription factors for cell cycle arrest, DNA damage repair and apoptosis.

## Results

### RNA granules are assembled upon B-cell activation

Upon activation with antigens, resting B lymphocytes become metabolically active and initiate a genetic program for cell growth, division and differentiation. Analysis by RT-qPCR showed that the abundance of transcripts encoding protein components of SG and PB increased after cell treatment with the mitogens LPS and antiCD40 + IL4 + IL5 (Fig. 1a and Supplementary Fig. 1A) indicating that post-transcriptional control of mRNA processing and storage might increase upon B-cell activation. Indeed, protein expression of Dcp1a and Tia1, two specific markers for PB and SG, respectively, was increased in B cells stimulated with mitogens (Fig. 1b and Supplementary Fig. 1B). PBs and SGs were rare in ex vivo isolated B cells but accumulated upon B-cell activation (Fig. 1c, Supplementary Fig. 1C, D). Co-staining of Dcp1a and Tia1 in activated B cells (Supplementary Fig. 1E) suggested that PBs and SGs were discrete entities, although they could be found located proximally to each other (Supplementary Fig. 1E) as previously seen in non-lymphoid cells^31^. The eukaryotic initiation factor eIF3η co-localized with Tia1 (Supplementary Fig. 1F) indicating that translation initiation factors accumulate in SGs as previously shown^26^.

**Fig. 1:**
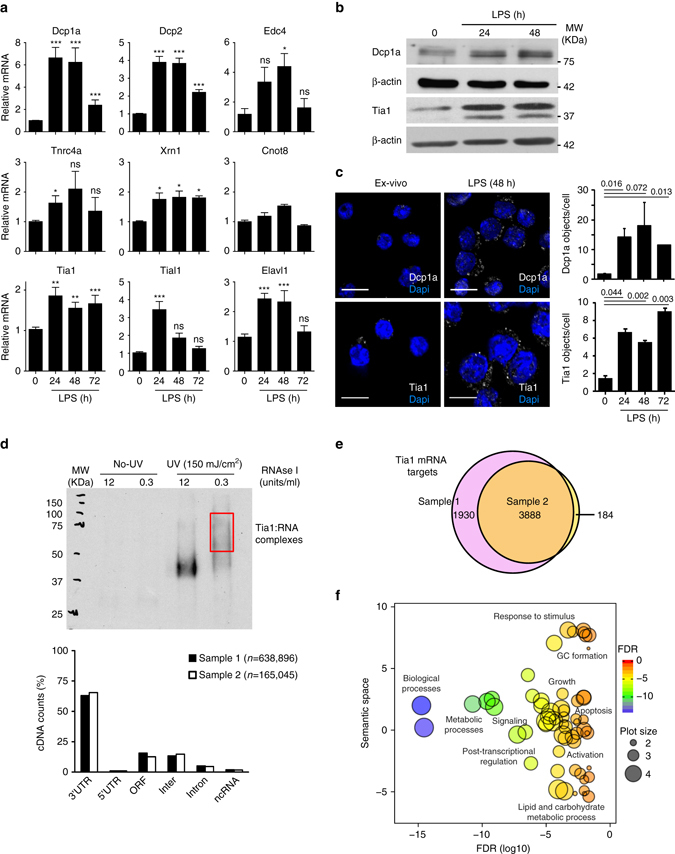
Stress granules and P-bodies are assembled after B-cell activation. **a** Quantitation by RT-qPCR of mRNA expression of PBs and SGs components in B cells after LPS activation. Data from at least two independent experiments are shown as mean + s.e.m. (Mann–Whitney test, *ns* non-significant, * *P* < 0.05, **P < 0.01, ***P < 0.001). **b** Immunoblot analysis of Dcp1a and Tia1 protein abundance in LPS- activated B cells. **c** Visualization of Dcp1a and Tia1 containing granules in ex vivo and LPS-activated B cells by confocal microscopy. Nuclei were stained using Dapi. The number of Dcp1a and Tia1- containing granules per cell is shown in the *right panels*. Quantitation was performed using Volocity Image software based on fluorescence accumulation within granules. A minimum of six confocal images from three independent experiments were analyzed. Data shown as mean + s.d. Statistical analysis of the number of objects in treated B cells compared to untreated B was performed using a Mann–Whitney test. (*Scale bar* = 10 μm). **d** Detection and feature distribution analysis of Tia1 binding to its mRNA targets in the cytoplasm of B cells treated with LPS for 48 h. *Top panel*, autoradiography showing Tia1:RNA complexes labelled with ^32^P-ATP after complete or partial RNA digestion with RNaseI. *Red box* indicates the RNA:protein complexes purified for cDNA library preparation and iCLIP analysis. *Bottom panel*, distribution analysis of iCLIP cDNA counts mapped to the indicated genomic features (3′UTR, 5′UTR, ORF, intergenomic, intron and ncRNA). Data from the two Tia1 iCLIP experiments performed using B-cell cytoplasmic extracts are shown. **e** *Venn diagram* showing the number of Tia1 mRNA targets identified in two iCLIP experiments. Only mRNA targets with at least one significantly enriched binding site in the 3′UTR were considered (transcripts collapsed by gene id, peak enrichment analysis, FDR < 0.05). **f** Gene ontology (GOrilla and REViGO) analysis of Tia1 mRNA targets in activated B cells. Genes which expression was detected in our mRNAseq libraries from LPS-activated B cells was used as a background gene list for GO enrichment analysis. Bubble plot sizes indicate the generality of the GO terms. Larger bubbles relate to general terms whereas smaller bubbles imply more specific GO terms

In order to identify candidate mRNA transcripts that could be silenced within SGs, we performed iCLIP for Tia1 using cytoplasmic extracts of activated B lymphocytes (Fig. 1d and Supplementary Fig. 2A). Analysis of genomic mappability of the cDNAs uniquely identified by iCLIP showed that Tia1 preferentially binds to U-rich elements in the 3′UTR of mature transcripts (Supplementary Fig. 2B, C). Fewer than 5% of the reads were mapped to introns (Fig. 1d and Supplementary Fig. 2C). This result suggested that depletion of the cell nucleus was highly efficient. Peak enrichment analysis identified mRNA transcripts of 3888 genes whose 3′UTR was targeted by Tia1 in the two independent experiments performed (Fig. 1e and Supplementary Data 1). Gene set enrichment analysis showed that Tia1 binds RNAs associated with the signalling and metabolic switch occurring upon B-cell activation and genes regulating cell growth and apoptosis (Fig. 1f and Supplementary Fig. 2D). Although it is possible that not all transcripts bound by Tia1 will be located in SGs, we hypothesized that they are likely to be under post-transcriptional silencing to a certain extent as Tia1 and other SG-components like G3BP1 are not associated with ribosomes in B cells (Supplementary Fig. 3), which is consistent with previous reports^26, 32^.

### DNA damage induces global changes in mRNA translation

AID expression upon B-cell activation induces DNA double strand breaks and triggers CSR and SHM^2, 6^. To evaluate global mRNA translation in activated B cells undergoing a DNA damage response we used etoposide, a topoisomerase II inhibitor that induces DNA double-strand breaks. Using sucrose gradients, we separated mature mRNA transcripts into 13 fractions based on their ribosomal density. Quantitation of mRNA transcripts within monosomes, light polysomes and heavy polysomes was performed by 3′end RNA sequencing (3′ RNA-seq). Cellular mRNA abundance was quantified by mRNAseq (Supplementary Data 2). 

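Total cellular mRNA was sequenced from LPS-activated mouse splenic B cells in 3 conditions, with libraries from 4 biological replicates each. Cells received LPS alone (10 μg/ml, 48 h), LPS and then etoposide (20 μM, 4 h), or LPS with the ATM kinase inhibitor KU55933 (10 μM) added 1 h before etoposide. The authors mapped the reads with TopHat2, counted them on Ensembl genes with HTSeq and fitted them with DESeq2 after correction by library size factor. The deposited table of normalized counts lists 29486 genes in 12 libraries. Any 2 columns of a condition have the same ratio for every gene, with a largest deviation of 1.4e-14 on the log2 scale. The ratio between columns of different conditions equals the authors' DESeq2 fold change times 1 constant. The values are therefore the means fitted for each condition multiplied by the size factor of each library, and they hold no spread between replicates. Their totals stand for depth here. In units of 1000000 counts they ranged from 20.7 to 23.9 per library with LPS (median 22.3), from 22.5 to 30.6 with LPS and etoposide (median 24.9) and from 20.4 to 25.1 with LPS, KU55933 and etoposide (median 23.8). The size factors recovered from the table ranged from 0.822 to 0.948, from 0.979 to 1.33 and from 0.914 to 1.12 in the same order, and the fitted values were divided by them before any comparison. Genes with a normalized count of at least 10 in at least 4 libraries were kept, and 15567 of these 15572 genes are listed in all 3 of the authors' deposited comparisons. Changes were tested with the two-sided Wald test on the log2 fold changes and standard errors of those DESeq2 comparisons, with Benjamini-Hochberg adjustment over the kept genes and an adjusted p of 0.01 as the threshold. The spread between replicates enters only through these standard errors. Beyond counting error, they imply a coefficient of variation between replicates with a median of 11.8% over genes. The median was 9.32% for genes with a mean count of 1000 or more and 16.8% for genes with a mean under 100. The standard errors reach at most 0.55 even at means under 10, so that the spread implied at low counts may be too low. Among the genes named here it came out as 0 for Sec14l5, Notch3, Celf5, Kif17 and Eda2r, with fitted counts from 3.85 to 6.95 with LPS.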

Integration of the results from both methodologies allowed us to identify global changes in mRNA abundance, mRNA association with ribosomes (hereafter referred to as ribosome association) and mRNA distribution along polysome fractions (hereafter referred to as polysome distribution; Fig. 2a). Cellular mRNA abundance of transcripts encoded by 6340 genes (Ensembl gene annotation) changed upon induction of DNA damage with etoposide (Fig. 2b and Supplementary Data 2). 

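With etoposide, mRNA abundance passed the threshold for 8055 of the 15567 genes (51.7%), of which 4054 were higher and 4001 lower than with LPS alone. The median absolute log2 fold change of these genes was 0.80. A minimum change of 2-fold was the alternative that moved the count most and left 3167 genes, 2215 of them higher and 952 lower. The authors' deposited table lists 8380 genes below the same adjusted p without the filter on low counts, and 7867 of them are among the 8055. The copy of Supplementary Data 2 used here holds 1992 genes, and the log2 fold changes of all 1992 differ from those of the authors' deposited table by at most 5.0e-06. Among genes with a mean normalized count of at least 100, the largest rises were those of Sec14l5 (log2 fold change 7.60, standard error 0.33), Notch3 (7.57, standard error 0.31) and Celf5 (7.31, standard error 0.28). Their fitted counts with LPS alone were 4.54, 5.90 and 6.95, so that the size of these rises depends on very low counts. The largest falls were those of H2afx (−3.05, standard error 0.23), Pif1 (−2.94, standard error 0.19) and Plk1 (−2.87, standard error 0.18).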

Although etoposide globally reduced polysome assembly in B cells (Supplementary Fig. 3A), 53% of these genes (3355 out of 6340 genes) showed no significant changes in the amount of mRNA associated with ribosomes or their distribution along polysomes (Fig. 2b, *black dots*), suggesting that changes in mRNA abundance are not always linked to changes in translation.

**Fig. 2:**
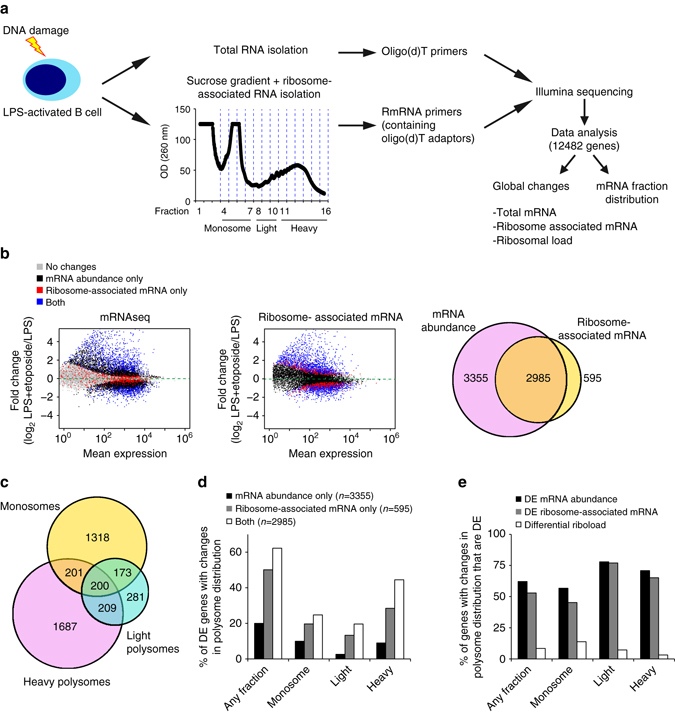
DNA damage induces changes in mRNA translation decoupled from total mRNA abundance. **a** Experimental set up for the study of etoposide- induced changes in total mRNA abundance (mRNAseq) and mRNA translation (Polyribosome profiling followed by 3′end RNA sequencing; PolyRibo-3′ RNA-seq) in B cells. Libraries from four biological replicates were generated for both mRNAseq and PolyRibo-3′ RNA-seq. Changes in total cellular mRNA abundance, changes in ribosome-associated mRNAs and changes in polysome distribution after induction of DNA damage were analyzed using DESeq2 (transcripts collapsed by gene id). **b** Visualization as MA plots of changes in B-cell transcriptome and B-cell translatome after etoposide treatment (20 μM, 4 h) (LPS = L, LPS + Etoposide = LE). *Top panel*, MA plot showing the mean expression of mRNA transcripts in B cells vs. changes in total mRNA abundance after treatment with etoposide (mRNAseq). *Middle panel*, MA plot showing the mean abundance of ribosome- associated mRNAs vs. changes in mRNA translation induced by etoposide (PolyRibo-3′ RNA-seq) (*grey*—unchanged mRNAs in both datasets, *black*—mRNAs that change in cellular mRNA abundance only, *red*—mRNAs with a translational change only, *blue*—mRNAs that change at both mRNA abundance and translation). *Bottom panel*, *Venn-diagram* with the number of mRNAs that change in abundance, translation or both. **c** *Venn-diagram* showing the number of mRNA transcripts with significant changes in monosome, light and heavy polysome fractions (mRNA fraction distribution analysis). **d** Proportion of differentially expressed (DE) mRNAs, differentially ribosome-associated mRNAs or both that show a significant change in polysome distribution. mRNAs are grouped based on significant changes in abundance in any of the fractions (fractions 4 to 16) or in monosomes only (fractions 4 to 7), in light polysomes (fractions 8 to 10) or in heavy polysomes (fractions 11 to16). **e** Proportion of genes with a change in polysome distribution (defined change in any of the fractions, monosomes, light polysomes and heavy polysomes) that are differentially expressed (DE, change in total mRNA abundance), differentially associated with ribosomes or show a change in RiboLoad (defined as the proportion of reads in heavy polysomes divided by the total of reads mapped to a given mRNA transcript; [LPS + Etoposide vs. LPS and 0.75 < RiboLoad < 1.25])

A total of 3580 genes were differentially translated upon DNA damage induction (Fig. 2b and Supplementary Data 3), with changes in the polysome distribution mostly associated with changes in the monosome and heavy fractions (Fig. 2c and Supplementary Data 3, 4). 83% of these genes (2985 out of 3580 genes) were differentially expressed, linking their cellular mRNA abundance with translation (Fig. 2b). In all, 595 genes showed significant changes in ribosome association but not in cellular mRNA abundance, indicating a prominent role for translational control (Fig. 2b, *red dots*). Differential ribosome association highly correlated with changes in polysome distribution (Fig. 2d,e). Twenty percent of the 3355 differentially expressed genes that showed no changes in the amount of RNA associated with ribosomes, showed a change in polysome distribution as measured by a significant change in mRNA abundance in any one of the 13 polysome fractions. By contrast, over 50% of the 3580 genes that showed global changes in ribosome association showed significant changes in the amount of mRNA in at least one of these fractions in our polysome distribution analysis (Fig. 2d). Analysis of significant changes in mRNA abundance in monosome, light and heavy polysome fractions showed that mRNAs with differential mRNA expression and ribosome association were mostly found in the heavy polysome fractions (Fig. 2d). Similarly, over 60% of mRNAs that showed changes in polysome distribution were differentially expressed or associated with ribosomes (Fig. 2e). Less than 10% of mRNAs showed changes in “Riboload”, a measure of mRNA distribution in heavy polysomes that is independent of any changes in mRNA abundance (Fig. 2e). This suggests that changes in polysome distribution caused by etoposide are linked to both changes in mRNA abundance and/or ribosome association. These proportions did not change if mRNAs were classified based on changes in their abundance in the monosome, light or heavy polysome fractions (Fig. 2e). Taken together, these results show that a significant fraction of genes in B cells are subject to post-transcriptional regulation of mRNA translation following DNA damage.

### Tia1 regulates mRNA translation upon etoposide treatment

Tia1 mRNA targets in B cells were highly responsive to DNA damage. Total mRNA abundance and/or the amount of mRNA associated with ribosomes changed for 77% of Tia1 mRNA targets following treatment with etoposide (Fig. 3a). The greater the number of unique iCLIP cDNAs mapped to a given Tia1 mRNA target the greater the likelihood for changes in mRNA polysome distribution (Fig. 3b). Abundance and translation of most Tia1 mRNA targets was reduced after DNA damage induction (Fig. 3c). These were genes related to B-cell metabolism and proliferation (Fig. 3d and Supplementary Data 5) and they resembled the overall reduction in mRNA abundance and translation of highly expressed genes (Fig. 4a, b).

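For total mRNA abundance, genes within 1000 counts of the mean normalized count were compared with all genes. The mean over the 15567 genes was 1508 counts (10.56 on the log2 scale), and 5301 genes lay between 508 and 2508 counts. Their median log2 fold change with etoposide was −0.096, against −0.021 for all genes, a difference of −0.075. The standard errors of the genes give this difference a simulated SD of 0.0040, with genes taken as independent. Among 10000 lists of as many random genes the difference ranged from −0.029 to 0.036. Abundance was lower with etoposide for 57.9% of these genes and for 51.5% of all genes. When all genes were ordered by mean count and split into 10 groups, the median log2 fold change went from 0.45 in the group with the lowest counts to −0.23 in that with the highest, where 66.7% of genes were lower. The filter keeps a gene when any 1 condition reaches 10 counts, and 79.8% of the group with the lowest counts were under 10 in 1 or more conditions, so that the filter by itself favours changed genes there. Among the 13952 genes with at least 10 counts in every library, the medians went from 0.061 in the lowest group to −0.23 in the highest, and the difference of the window from all genes was −0.038. Quantile normalization, which gives each condition the same distribution of values, turned the difference over the 15567 genes into 0.044. The window stated in the legend of Fig. 4a lies higher, around a mean of 11.63 on the log2 scale. Tried after the results were seen and with the authors' size factors, that window held 1549 genes and differed from all genes by −0.14. The fitted means give 1 value per condition, so that no test across libraries could be made.

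**Figure D1:**
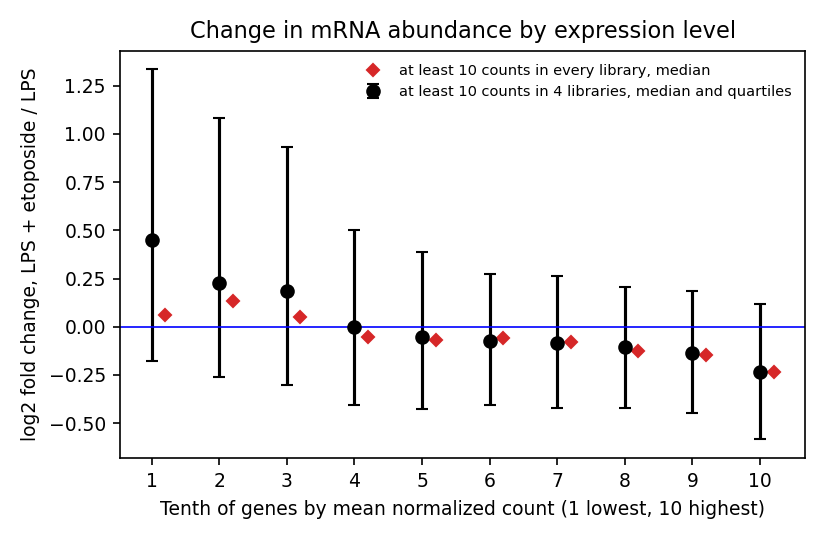
Log2 fold change of mRNA abundance in LPS and etoposide against LPS alone (y axis) for 10 groups of the 15567 genes ordered by mean normalized count (x axis). Points are medians over genes and bars span the quartiles, from a median of 0.45 in the group with the lowest counts to −0.23 in that with the highest. Red diamonds are medians over the 13952 genes with at least 10 counts in every library.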

**Fig. 3:**
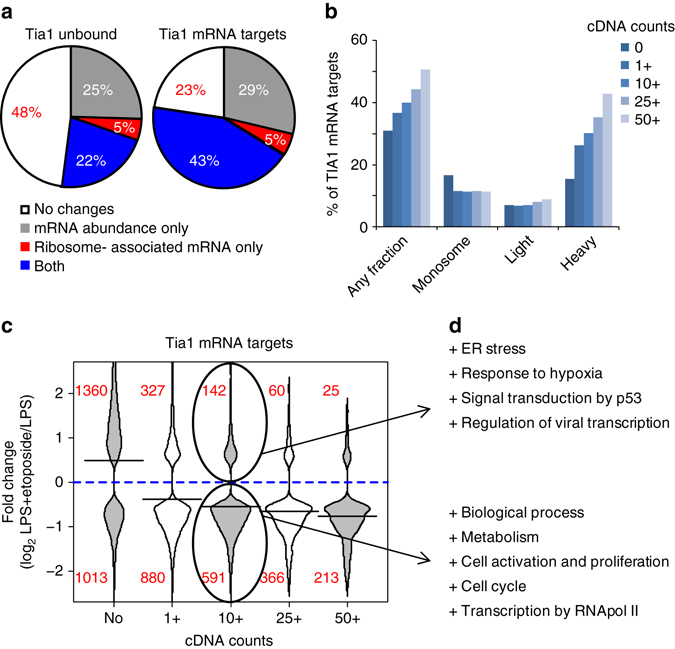
Tia1 mRNA targets are highly responsive to DNA damage. **a** Proportion of Tia1 mRNA targets compared to non-targeted mRNAs that are differentially expressed in total mRNA abundance, in ribosome-associated or both after B-cell treatment with etoposide. Tia1 mRNA targets were defined as those mRNAs in which >50 unique cDNA counts were mapped to the 3′UTR in our Tia1 iCLIP experiments. **b** Proportion of Tia1 mRNA targets with a significant change in any polysome fraction, in monosomes, light or heavy fractions. Tia1 mRNA targets were divided based on the number of unique cDNA counts mapped to the 3′UTR (1+, 10+, 25+or 50+). Tia1 untargeted mRNAs were classified as having none (0) cDNA counts mapped to the 3′UTR. **c** Distribution analysis of the fold change in ribosome-associated mRNA abundance of differentially expressed Tia1 mRNA targets compared to non-targeted mRNAs. Tia1 mRNA targets were sub-divided as in **b**. **d** Gene ontology (GOrilla and REViGO) analysis of Tia1 mRNA targets (10+ cDNA counts mapped to the 3′UTR), which mRNA translation is increased or decreased after B-cell treatment with etoposide (extended in Supplementary Data 5)

**Fig. 4:**
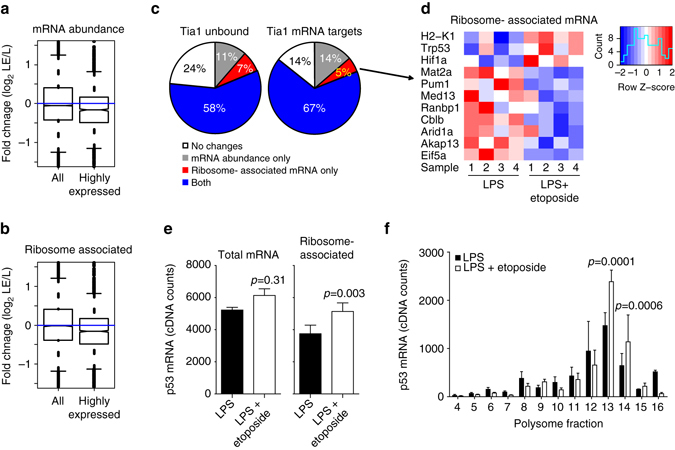
DNA damage induces mRNA translation of p53 in B cells. **a**, **b** Global analysis of changes in mRNA abundance (**a**) and mRNA association with ribosomes (**b**) after treatment with etoposide of LPS-activated B cells. Box plots were generated with data from all genes or from only a selection of highly expressed genes. These genes were selected after calculating the mean number of normalized reads annotated to each gene in our mRNAseq and in our PolyRibo-3′ RNA-seq libraries. Then, windows of expression were generated by adding or subtracting 1000 counts (mRNAseq window in log2 is 11.09 < 11.63 (mean) < 12.03; PolyRibo-3′ RNA-seq window in log2 is 9.13 < 10.61(mean) < 11.32). Fold change equal to 0 is marked by the blue line. Wilcox test was performed comparing all genes vs. highly expressed genes. In both cases *P* < 2.2 × 10^−16^. **c** Proportion of Tia1 mRNA targets (defined as those mRNAs with 50+ unique cDNA counts mapped to the 3′UTR in our Tia1 iCLIP experiments) and non- targeted mRNAs with a differential change in any heavy fractions that were also identified as differentially expressed at total mRNA abundance only, at ribosome-associated mRNA level or both. **d** Heatmap showing ribosome-associated mRNA abundance of Tia1 mRNA targets with a differential change in any heavy fractions and in mRNA translation. Numbers relate to each biological replicate. **e** Total cellular mRNA and ribosome-associated mRNA levels of p53 in LPS-activated B cells treated or not with etoposide quantified by mRNA-seq and PolyRibo-3′ RNA-sequencing. **f** Polysome profile of p53 mRNA from PolyRibo-3′ RNA-seq experiments. Four biological replicates were analyzed in both mRNA-seq and PolyRibo-3′ RNA-sequencing experiments. Data in **e**, **f** are shown as mean + s.d. *P* adjusted values obtained after multiple testing correction (*P*adj < 0.01 was used as threshold of significance) are shown in **e**, **f**

Notably, the translation of 20% of Tia1- mRNA targets was increased upon etoposide treatment including those related to the cell stress response (Fig. 3c, d and Supplementary Data 5). Analysis of mRNA distribution along heavy polysomes indicated that changes in mRNA translation were largely linked to differential mRNA abundance, independently of whether they were targets of Tia1 (Fig. 4c). 

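In total mRNA, none of 10 genes marked in Fig. 4d passed the threshold with etoposide in the Wald test on the DESeq2 estimates, and 4 of them had an unadjusted p under 0.05. The paper takes p53, Hif1α and H2-K1 of this figure as targets whose mRNA abundance did not change, from the same fit and threshold. For genes chosen in that way the outcome was set by the choice, so that it is no independent evidence of unchanged mRNA. Hif1a (ENSMUSG00000021109, chromosome 12, 73901375 to 73947530, GRCm38) had normalized counts of 2628 with LPS and 2942 with etoposide, a log2 fold change of 0.16 (standard error 0.11, adjusted p = 0.202). Mat2a, Med13, Ranbp1, Cblb, Arid1a, Akap13 and Eif5a had log2 fold changes from −0.74 to −0.022 with adjusted p from 0.0257 to 0.895. These 7 genes were all lower with the authors' size factors, and 3 of them were higher after quantile normalization. Their standard errors, between 0.13 and 0.33, limit the changes that this test can detect.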

Among the 5% of Tia1 mRNA targets with differential mRNA translation, but no changes in cellular mRNA abundance, we identified mRNAs encoding two of the key transcription factors that control the DNA damage response, p53 and Hif1α (Fig. 4d). Thus Tia1 may regulate the DNA damage response in etoposide treated B cells.

### Tia1 controls p53 mRNA translation

Following B-cell activation in vitro p53 mRNA abundance increases 1.5-fold (Supplementary Fig. 4A, B), although p53 protein is hardly detectable at any time point (Supplementary Fig. 4C). Total p53 mRNA levels remained constant after B-cell treatment with etoposide (Fig. 4e and Supplementary Fig. 4D). By contrast, p53 mRNA association with ribosomes increased, suggesting that a higher number of p53 transcripts were used for protein synthesis after induction of a DNA damage response (Fig. 4e). Indeed, distribution analysis of p53 transcripts in the different polysome fractions showed a significant increase in the number and proportion of transcripts in heavy polysomes upon B cell treatment with etoposide indicating greater p53 mRNA translation (Fig. 4f, Supplementary Fig. 4D and Supplementary Data 6). 

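Trp53 (ENSMUSG00000059552) lies on chromosome 11 of GRCm38 from 69580359 to 69591873 and encodes p53. Its normalized count in total mRNA was 5917 with LPS and 5497 with LPS and etoposide. The standard errors imply a coefficient of variation of 7.92% between replicates, which is not a spread measured on replicate values. The log2 fold change was −0.11 (standard error 0.082, 95% interval −0.27 to 0.054, adjusted p = 0.263), a difference within the error. Its sign depends on the scaling: it was −0.16 with TMM factors, 0.15 after quantile normalization and 0.027 with library totals, and none of these 3 passed the threshold. The 4 deposited columns of each condition, which are not divided by the size factors, average 5230 ± 336 (SD over columns) with LPS and 6139 ± 822 with etoposide. This SD comes from the size factors alone. From the constant total mRNA and the larger amount of p53 mRNA on ribosomes in Fig. 4e, the paper proposes that more p53 transcripts are used for protein synthesis after DNA damage. The paper also cites RT-qPCR of total p53 mRNA (Supplementary Fig. 4D) and the rise of p53 transcripts in heavy polysomes (Fig. 4f), which were not analysed here.

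**Figure D2:**
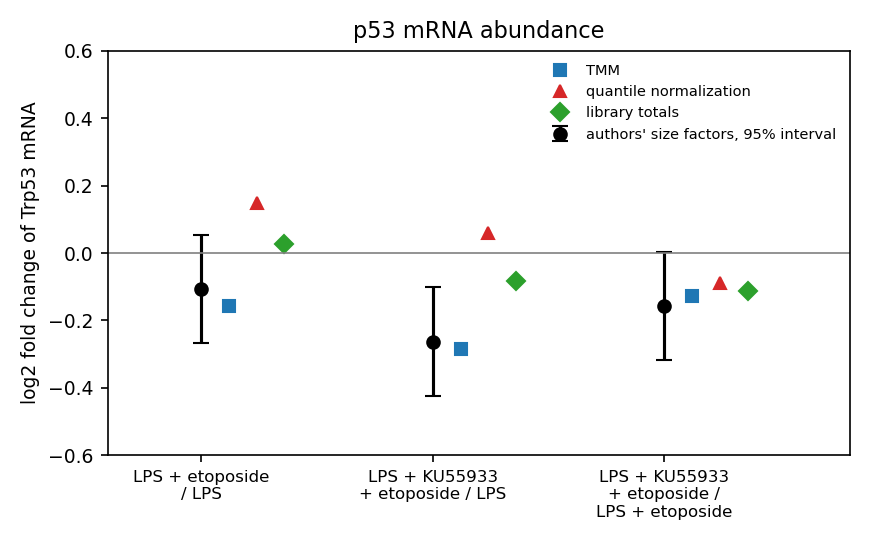
Log2 fold change of Trp53 mRNA (y axis) in the 3 comparisons of conditions (x axis). Black points use the authors' size factors with 95% intervals from the standard errors, and coloured points use TMM factors, quantile normalization or library totals. The value for etoposide against LPS lies on both sides of 0, from −0.16 to 0.15.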

Production of active p53 protein after DNA damage induction was reflected by an increase in total mRNA abundance and polysome association of mRNAs encoding Gadd45a and Cdkn1a (p21; Supplementary Fig. 4D and Supplementary Data 6), two previously described p53-dependent genes^33, 34^ the expression of which was partially reduced when B cells were pre-treated with the p53 inhibitor Pifithrin-α (Supplementary Fig. 4E, F). In summary, our data suggest that post-transcriptional control of p53 mRNA translation by Tia1 might be is a regulatory mechanism in activated B cells that is responsible for changes in gene expression during the DNA damage response.

### Tia1 binding to p53 3′UTR controls mRNA translation

Tia1 has been implicated in mRNA subcellular location and translational silencing^25, 29^, therefore we hypothesized that Tia1 was responsible for p53 translational control in B lymphocytes. iCLIP mapping of Tia1:p53 mRNA interactions showed that Tia1 binds to two U-rich sequences present in the p53 3′UTR called proximal (P) and distal (D) binding sites based on their relative proximity to p53 stop codon (Fig. 5a and Supplementary Fig. 5A). To gain mechanistic insight into how Tia1 binding to these sequences controls mRNA translation we cloned the p53 3′UTR downstream of a renilla luciferase reporter gene and used a HEK293 cell system to evaluate translation. Knock down of endogenous Tia1 increased expression of the renilla luciferase reporter gene without changes in the abundance of renilla luciferase mRNA (Fig. 5b and Supplementary Fig. 5D). The increase in luciferase activity was directly related to the extent of mRNA and protein depletion caused by each of the three different dsiRNAs used to target Tia1 (Supplementary Fig. 5B, C). No changes in activity of the luciferase reporter were observed when Hprt was knocked down (Fig. 5b and Supplementary Fig. 5B, D). Mutation of the proximal and distal Tia1 binding sites in the p53 5′UTR increased the activity of the reporter gene without changes in mRNA abundance (Fig. 5c, d and Supplementary Fig. 5E). Over expression of Tia1 in HEK293 cells reduced luciferase activity by 40% (Fig. 5d). Importantly, this reduction was abrogated by mutation of both proximal and distal Tia1 binding sites (Fig. 5d). Moreover, over-expression of a mutant Tia1 protein lacking RNA recognition motifs 1 and 2 was unable to inhibit expression of the reporter gene (Fig. 5d). Importantly, mRNA levels of the luciferase reporter remained unchanged in all conditions tested (Supplementary Fig. 5F) indicating that Tia1 binding to p53 3′UTR controls translation without affecting mRNA abundance.

**Fig. 5:**
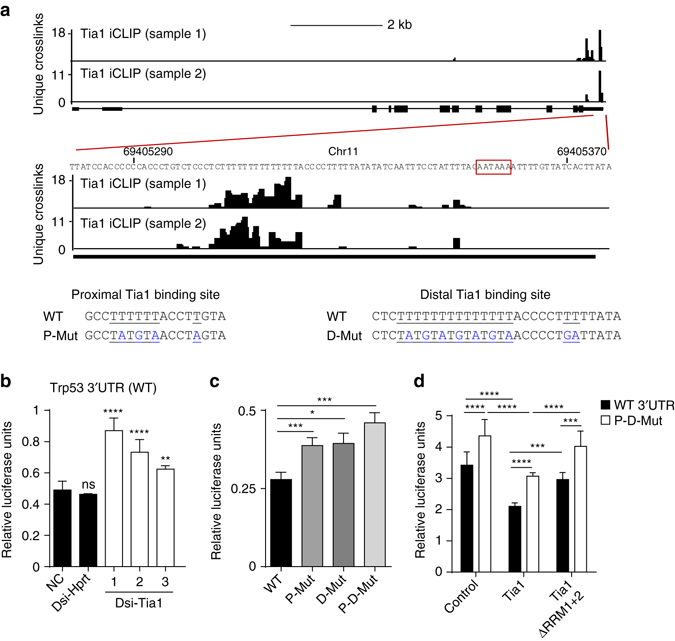
Tia1 binding to p53 mRNA silences p53 mRNA translation. **a** Map of Tia1-binding sites across the Trp53 gene locus. Tia1 binding to the 3′ terminal sequence of p53 3′UTR is magnified. *Red box* highlights p53 polyadenylation site. Data from two iCLIP experiments. *Bottom panels* show the nucleotide sequence of the proximal (closest to p53 stop codon) and the distal (closest to the polyadenylation site) U-rich Tia1 binding sites. Nucleotides in blue were substituted by site-directed mutagenesis for functional characterization. **b** Translation analysis of a renilla luciferase reporter construct containing the p53 3′UTR (psiCkeck2- p53 3′UTR) after knock down of Tia1 with three different DsiRNAs. A scramble DsiRNA was used as negative control. A Dsi-Hprt was used as positive control for cell transfection and gene knock down. Data from one of the three independent experiments performed are shown as relative luciferase units (RLU) (Mean + s.d., unpaired *t*-test, **P < 0.01, ***P < 0.001, ****P < 0.0001). **c** Functional analysis of the distal (D) and proximal (P) Tia1 binding sites in p53 3′UTR in mRNA translational regulation. RLU were quantified after 24-h transfection with a psiCkeck2- p53 3′UTR (WT), psiCkeck2- p53 3′UTR P-mutant (P-Mut), psiCkeck2- p53 3′UTR D-mutant (D-Mut) or psiCkeck2- p53 3′UTR P-D-mutant (P-D-Mut). Data from one of the five independent experiments are shown (Mean + s.d.; unpaired *t*-test, *P < 0.05, ***P < 0.001). **d** Analysis of Tia1-dependent mRNA translational silencing. Cells were co-transfected with a psiCheck2-p53 3′UTR (WT) or a psiCkeck2- p53 3′UTR P-D-mutant (P-D-Mut) plasmid in combination with a MIGR1-Tia1, MIGR1-Tia1 ΔRRM1 + 2 or MIGR1-empty control plasmid. Data from the two independent experiments performed are shown as mean RLU  +  s.d. (RLU = renilla luciferase units divided by firefly luciferase units and normalized by the value from cells co-transfected with an empty vector) (Unpaired t-test, ***P < 0.001, ****P < 0.0001)

### Tia1 dissociation allows p53 expression upon DNA damage

Analysis by confocal microscopy showed that p53 mRNA colocalized with Tia1 protein containing SG in B cells (Fig. 6a and Supplementary Fig. 6A). Tia1 protein was not detected in monosome and polysome- containing fractions by Western blotting (Supplementary Fig. 3) suggesting that p53 mRNA bound by Tia1 and contained within SGs was not quantified in our polysome fractionation and sequencing analysis. Induction of DNA damage with etoposide resulted in p53 mRNA translocation out of Tia1-containing SG (Fig. 6a and Supplementary Fig. 6A). Etoposide treatment did not affect SG number and/or size (Supplementary Figs. 1F, 6B), but promoted dissociation of Tia1 from p53 mRNA (Fig. 6b, Supplementary Fig. 6C, D). This was not due to depletion of Tia1 following DNA damage as Tia1 protein abundance in B cells was unaffected by etoposide (Fig. 6c).

**Fig. 6:**
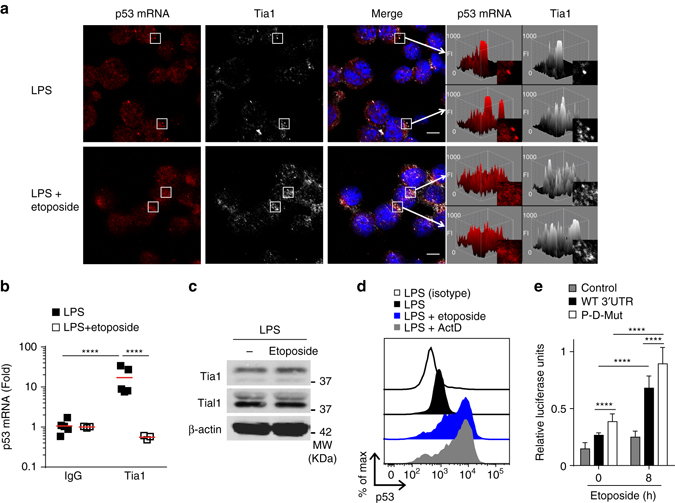
p53 mRNA is stored within stress granules. **a** Subcellular localization of p53 mRNA and Tia1 protein in LPS-activated B cells treated or not with etoposide. Fluorescence intensity 3D maps were generated for two regions (*white boxes*) to visualize Tia1 protein and p53 mRNA accumulation in cytoplasmic stress granules. *Z* axis of 3D maps relates to fluorescence intensity (FI). Representative images shown are from one of the two independent experiments performed in which a minimum of five confocal images were analyzed. Data extended in Supplementary Fig. 5a (*Scale bar* = 5 μm). **b** Tia1 protein: p53 mRNA co-immunoprecipitation in LPS-activated B cells treated or not with etoposide. An IgG isotype antibody was used as negative control in these RIP assays. Data are from two independent experiments. In each experiment, 1–3 experimental replicates were performed per condition (Mann–Whitney test, ****P < 0.0001). **c** Immunoblot analysis of Tia1, Tial1 and β-actin in B cells activated with LPS and treated or not with etoposide. **d** Analysis by intracellular flow cytometry of p53 protein expression in B cells activated with LPS for 48-h prior treatment with etoposide (20 μM) or actinomycin D (5 μg ml^−1^) for 4 h. Data from one of the three independent experiments performed are shown in **c**, **d**. **e** Quantitation of renilla luciferase mRNA translation in HEK293 cells transfected with a psiCheck2 empty (control), a psiCheck2-p53 3′UTR (WT) or a psiCkeck2- p53 3′UTR P-D-mutant (P-D-Mut) vector and treated with etoposide (20 μM) for 8 h. Data from three independent experiments are shown as relative luciferase units (mean + s.d.; unpaired *t* test, ****P < 0.0001)

DNA damage induced p53 protein expression in primary mouse B cells (Fig. 6d). To test if the p53 3′UTR could mediate the induction of p53 upon treatment with etoposide we tested the response of the 3′UTR reporter in HEK293 cells and found etoposide significantly induced the expression of the reporter (Fig. 6e) without affecting mRNA abundance when compared to a control reporter lacking the p53 3′UTR (Supplementary Fig. 5G). Mutation of the proximal and distal Tia1-binding sites in the p53 3′UTR increased translation of the reporter gene further (Fig. 6e) indicating that these sequences enabled translational regulation of p53 expression upon DNA damage induction.

### Etoposide induces IRES-mediated p53 translation

Changes in transcription, translation and protein stabilization have been all linked to the regulation of p53 expression but the relative contribution of each of these processes to p53 induction in mouse B cells undergoing DNA damage is unknown. Thus, we investigated further which of these processes contributed to the increased expression of p53 in B cells following treatment with etoposide.

The inhibition of gene transcription with actinomycin D increased p53 protein expression to a similar extent as that induced by etoposide (Fig. 6d and Supplementary Fig. 6E). Actinomycin D induces DNA damage^35^, but it did not affect SG assembly in activated B cells (Supplementary Figs. 1F, 6B). Thus induction of p53 protein expression in B cells upon etoposide treatment was independent of the novo p53 mRNA transcription. Next, we investigated whether proteasome-mediated degradation controls p53 expression levels in B cells. Inhibition of proteasome-mediated protein degradation with MG132 or lactacystin did not increase overall p53 protein abundance in activated B cells as did etoposide or actinomycin D (Fig. 7a, b). Interaction of p53 with the E3 ligase mouse double minute 2 homolog (Mdm2) induces p53 protein ubiquitination and degradation. This interaction is tightly regulated, and destabilization of Mdm2 by the ubiquitin-specific-processing protease 7 (USP7) induces p53 expression and cell cycle arrest^36^. Inhibition of the Mdm2-p53 interaction with Nutlin-3 or the p53 Activator III RITA did not increase p53 protein levels in LPS-activated B cells (Fig. 7b, c). Etoposide inactivates Mdm2-mediated regulation of p53^37^, therefore Mdm2 inhibition did not enhance p53 expression or activation following DNA damage as expected. Similar results were obtained when inhibitors of Mdmx or Usp7 were used, indicating that the Mdm2-p53 axis of regulation has a minor role in controlling p53 expression in activated B cells.

**Fig. 7:**
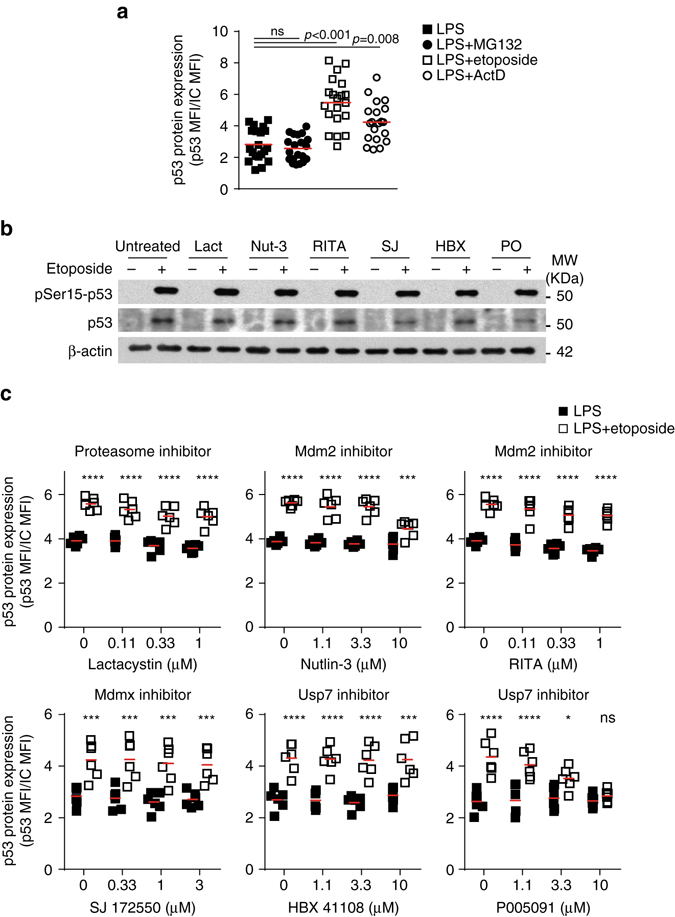
Proteasome does not regulate p53 protein synthesis in B cells. **a** Quantitation by flow cytometry of p53 protein expression in LPS-activated B cells treated with MG132 (10 μM), etoposide (20 μM) or actinomycin D (ActD, 5 μg ml^−1^). Data are from six independent experiments with 2 to 4 biological replicates in each. Mann–Whitney test was performed. **b** Immunoblot analysis of pSer15-p53, p53 and β-actin in activated B cells treated with Lactacystin (Lact, 1 μM), Nutlin-3 (Nut-3, 10 μM), p53 Activator III RITA (1 μM), SJ172550 (SJ, 1 μM), HBX41108 (HBX, 10 μM) or P005091 (P0, 10 μM) prior induction of DNA damage with etoposide. One of the two independent experiments performed is shown. **c** Quantization by flow cytometry of p53 expression in B cells treated with different doses of the inhibitors described in **b**. Data are from six biological replicates collected in two independent experiments. Two-way ANOVA and Bonferroni post-test analysis was performed (*ns* non-significant, *P < 0.05, ***P < 0.001, ****P < 0.0001)

De novo translation of pre-existing mRNA was required for p53 protein synthesis during the DNA damage response. B-cell treatment with the translation elongation inhibitors cycloheximide and puromycin blocked p53 protein synthesis following DNA damage (Fig. 8a, b and Supplementary Fig. 7A). By contrast, inhibition of CAP-dependent translation initiation by selective targeting of eIF4E/eIF4G interaction with the inhibitor 4EGI-1^38^ did not bock p53 protein synthesis upon treatment with etoposide or actinomycin D (Fig. 8a, b and Supplementary Fig. 6A). Expression of Ccnd2, a well-known target of eIF4E, was reduced by 3-fold indicating effective inhibition of CAP-dependent translation by 4EGI-1 (Fig. 8b). Analysis of ribosome footprints mapped to the p53 mRNA indicated that ribosomes bind to an internal ribosome entry site (IRES) present in the 5′UTR of p53 in B cells (Fig. 8c). Notably, analysis of ribosome footprinting libraries generated from murine bone marrow dendritic cells, mouse embryonic fibroblasts and mouse liver cells showed the p53 IRES to be widely used in different cell types (Supplementary Fig. 5H). Analysis of ribosome footprints allowed us to identify the IRES nucleotide sequence (CTG) occupying the ribosome P-site (Fig. 8d and Supplementary Fig. 5H). To confirm that the p53 IRES was able to recruit ribosomes in a CAP-independent manner, we generated a bicistronic luciferase reporter construct in which translation of a second open reading frame (ORF2), encoding the firefly luciferase protein, was controlled by the p53 5′UTR. Translation of ORF1 encoding renilla luciferase was measured as control. Transfection of HEK293 cells with this bicistronic reporter and measurement of luciferase activity showed that the p53 IRES sequence allowed translation of ORF2 (Fig. 8e). Mutation of the p53 IRES sequence reduced translation of ORF2 by 5-fold (Fig. 8e) without affecting mRNA abundance (Supplementary Fig. 5I). DNA damage induction with etoposide increased p53 IRES-dependent translation by 2-fold (Fig. 8f). Mutation of the p53 IRES prevented this increase in translation caused by etoposide without altering mRNA abundance (Fig 8f and Supplementary Fig. 5J), suggesting that the mouse p53 IRES is necessary for CAP- independent translation, as previously reported for human p53^18, 39^. Finally, we measured the renilla/firefly luciferase ORF ratio by qPCR as in some cases cloning of a 5′UTR between open reading frames may produce alternative transcripts due to differential splicing. The renilla/firefly luciferase ORF ratio was close to 1 in all conditions tested indicating that our bicistronic reporter constructs were not affected by alternative splicing (Supplementary Fig. 5I, J). Taken together, our data suggests that the regulation of translation, rather than transcription or protein stability, is responsible for p53 protein expression in B cells during the DNA damage response.

**Fig. 8:**
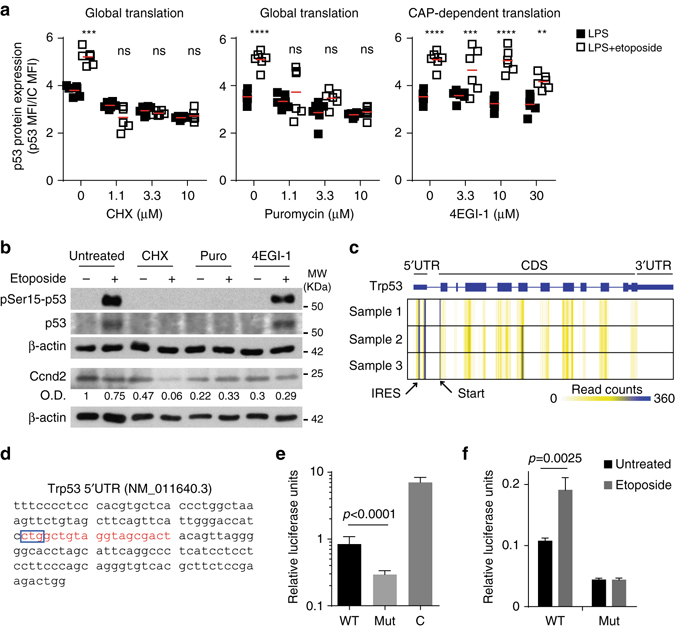
CAP-independent translation controls p53 protein synthesis in B cells upon DNA damage. **a** Flow cytometry analysis of p53 expression after inhibition of global translation with cycloheximide (CHX, 10 μM) or puromycin (Puro, 3 μM), or after inhibition of CAP-dependent translation with 4EGI-1 (10 μM). Data from six biological replicates collected in two independent experiments are shown. Two-way ANOVA and Bonferroni post-test analysis was performed (*ns* non-significant, **P < 0.01, ***P < 0.001, ****P < 0.0001). **b** Immunoblot analysis of pSer15-p53, p53, Ccnd2 and β-actin in B cells after inhibition of mRNA translation with CHX, puromycin or 4EGI-1. One of the two independent experiments performed is shown. Densitometry of Ccnd2 immunoblot after normalization by β-actin expression is shown relative to untreated cells. **c** Ribosome footprints mapped to p53 mRNA in LPS-activated B cells (GSE62148)^70^. Data from three biological replicates are shown as heatmaps. *Blue lines* mark ribosome footprint accumulation associated to the p53 ribosome entry site (reads in the first exon) and the first codon (reads spanning between the first and the second exon). **d** Murine p53 5′UTR nucleotide sequence cloned into the psiCheck2 plasmid to generate the bicistronic Trp53 IRES reporter construct. Sequence starting at the P-site (based on ribosome footprints; *blue box*) was mutated for Trp53 IRES characterization and it is shown in *red*. **e** Analysis of mRNA translation of the wild type (WT) or the IRES-mutated (mut) bicistronic Trp53 IRES reporter constructs. HEK293 cells were transfected in parallel with a psiCheck2 empty vector to produce monocistronic renilla luciferase and firefly luciferase mRNAs as a control **c**. Data from three independent experiments are shown as relative luciferase units (firefly luciferase units divided by the number of renilla luciferase units; mean + s.d.; unpaired *t* test). **f** Quantitation of p53 IRES-mediated translation upon induction of DNA damage. HEK293 cells were transfected with the Trp53 IRES reporter constructs described in **e**. After 24h, cells were treated with etoposide (20 μM) for 8 h. Data from three independent experiments are shown as relative luciferase units (firefly luciferase units divided by renilla luciferase units and normalized to the relative expression from a psiCheck2 empty vector; mean + s.d.; unpaired *t* test)

### ATM controls Tia1-mRNA dissociation and p53 translation

Our data indicate that following DNA damage Tia1 is dissociated from p53 mRNA allowing the exit of p53 mRNA from SGs and its subsequent translation. This primary regulatory mechanism activates a p53-mediated genetic program that promotes cell cycle arrest, DNA damage repair and apoptosis^40^. The protein kinase ATM and its downstream targets Chk1 and Chk2 are essential for signalling control of the DNA damage response^41^. To gain mechanistic insight into how Tia1-mediated control of p53 expression is regulated, we selectively inhibited the enzymatic activity of these enzymes and measured p53 protein induction following DNA damage.

Inhibition of ATM (with KU55933) or both Chk1 and Chk2 (with AZD7762) prevented p53 induction after B cell treatment with etoposide (Fig. 9a, b and Supplementary Fig. 7B). Inhibition of Chk2 alone (with Chk2 inhibitor II) or inhibition of p38 MAPK (with SB203580), a kinase involved in the control of mRNA stability and translation, resulted in a minor reduction in p53 protein expression (Fig. 9a and Supplementary Fig. 7B). Inhibition of ATM or Chk1/2 kinases did not affect p53 mRNA abundance in B cells treated with etoposide compared to control cells (Fig. 9c and Supplementary Fig. 7C), but strongly affected p53 expression and activation as reflected by the reduced phosphorylation of p53 at Serine15 and by the reduced expression of Gadd45a and Cdkn1a (Fig. 9b). Etoposide-induced dissociation of Tia1:p53 mRNA complexes that triggers p53 mRNA translocation out of SGs and translation was reversed upon ATM kinase inhibition (Fig. 9d and Supplementary Fig. 7G). This was not due to differential Tia1 and Tial1 protein abundance after ATM kinase inhibition and DNA damage induction as these were unchanged in all conditions tested (Fig. 9b). This result led us to interrogate further the importance of ATM kinase during the DNA damage response in activated B cells. 

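With KU55933 and etoposide, 7607 genes passed the threshold against LPS alone (3903 higher and 3704 lower), and 4577 passed it against LPS and etoposide (2059 higher and 2518 lower). For each of the 8055 genes changed by etoposide, the log2 change against LPS with the inhibitor was divided by that without it, at a pseudocount of 1. The median share of the etoposide change that was kept with KU55933 was 74.2% (quartiles 44.8% and 106%). Simulations from the standard errors, which carry the LPS libraries common to both changes, gave a SD of 0.369 percentage points, with genes taken as independent. They gave a median share of 98.4% for an inhibitor without effect and of 1.83% for one that restores the LPS state. A slope through the origin was the alternative that moved the share most, to 69.2%. The Euclidean distance over the 15567 genes was 103 between LPS with KU55933 and etoposide and LPS, 66.1 between the former and LPS with etoposide, and 125 between LPS with etoposide and LPS. Distances computed from the standard errors alone were between 25.6 and 27.0. The first 2 distances differ by 36.4 (simulated SD 0.373), and over the 500 most variable genes they differ by 23.1. For 34 p53 targets listed beforehand, the median log2 fold change with KU55933 under etoposide was −0.57 (simulated SD 0.040). Of these, 28 were lower, 22 of them past the threshold over all genes and 22 adjusted over the list alone, and every one of 10000 lists of random genes with similar counts had a higher median. The p53 targets that fell most past the threshold were Perp (−2.06), Ddit4l (−1.27) and Eda2r (−1.20), and no p53 target of the list rose past it. Most of their rise remained with the inhibitor. With KU55933 and etoposide against LPS alone, the median of the list was 2.11. In that comparison 33 of the 34 genes were higher, 31 past the threshold upward and 1 downward. The median share kept was 79.7% over the 32 p53 targets changed by etoposide. The paper reasons from the clustering of the libraries and the overlap of the pairwise comparisons in Supplementary Fig. 7D, F.

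**Figure D3:**
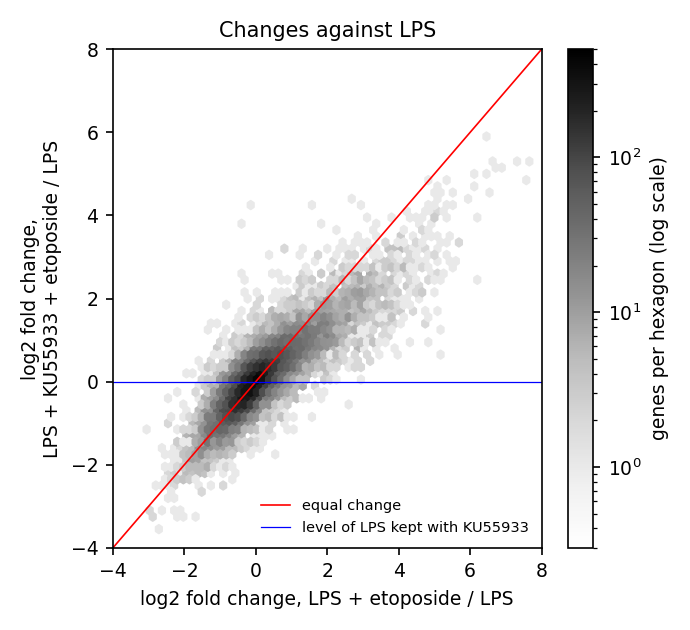
Log2 fold change against LPS with etoposide (x axis) and with KU55933 and etoposide (y axis) for 15567 genes, counted per hexagon on a log grey scale. The red line marks equal change and the blue line the level of LPS; most genes far from 0 lie between the lines, as the median share of 74.2% describes.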

Global transcriptome analysis of B cells treated with ATM kinase inhibitor KU55933 indicated a partial inhibition of etoposide- induced gene expression changes, although the transcriptome of these B cells was more similar to B cells treated with etoposide than to untreated control cells (Supplementary Fig. 7D, F). This close similarity was more pronounced when ribosome-associated mRNA was analyzed (Supplementary Fig. 6E), highlighting that a single cell-signalling module is not responsible for the complexity of the DNA damage response.

**Fig. 9:**
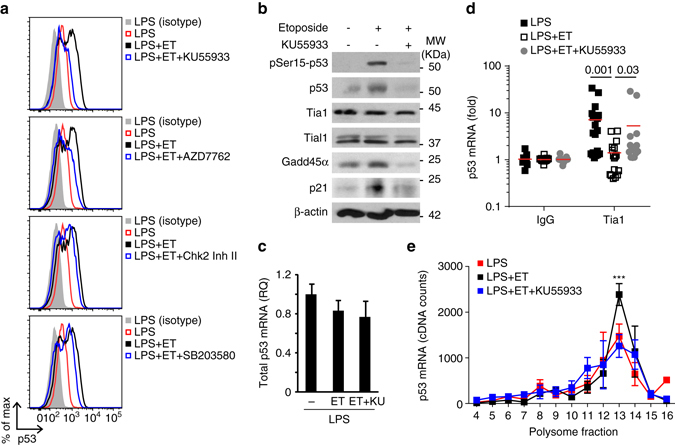
ATM kinase inhibition prevents Tia1 dissociation and p53 mRNA translation after DNA damage induction. **a** Flow cytometry analysis of p53 protein expression in B cells activated with LPS for 48 h and treated with etoposide (20 μM) for the last 4 h. ATM inhibitor KU55933, Chk1/2 inhibitor AZD7762, Chk2 inhibitor II and p38 inhibitor SB203580 (all at 10 μM) were added to the cells 1 h before treatment with etoposide. **b** Immunoblot analysis of pSer15-p53, p53, Tia1, Tial1, Gadd45a, p21 and β-actin in LPS-activated B cells incubated with KU55933 prior treatment with etoposide. One of the two independent experiments performed is shown. **c** Total cellular P53 mRNA abundance measured by RT-qPCR. Data are shown as mean + s.e.m. **d** Tia1 protein: p53 mRNA co-immunoprecipitation in LPS-activated B cells treated with etoposide in the presence of the ATM inhibitor KU55933. An IgG isotype antibody was used as negative control in these RIP assays. Data are from six independent experiments. 2–3 technical replicates were performed in each experiment. Mann–Whitney test was performed for statistical analysis and *P* values are shown. **e** Polysome profile of p53 from PolyRibo-3′ RNA-seq experiments performed in LPS-activated B cells incubated or not with the KU55933 inhibitor prior treatment with etoposide. Data are shown as mean  +  s.e.m. (*n* = 4, post hoc pairwise *t*-test, ***P < 0.001 for both comparisons: LPS vs. LPS + etoposide (LPS + ET) and LPS + Etoposide vs. LPS + Etoposide + KU55933 (LPS + ET + KU55933))

The ATM kinase-dependent interaction between Tia1 and p53 mRNA led us to investigate whether reduced p53 protein expression after cell treatment with KU55933 was due to restoration of Tia1-mediated mRNA translational silencing. Analysis of p53 mRNA distribution on polysomes showed that the accumulation of p53 mRNA in heavy polysomes of B cells treated with etoposide was significantly reduced upon inhibition of ATM kinase (Fig. 9e). 

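In total mRNA, H2-K1 (ENSMUSG00000061232, chromosome 17, 33996017 to 34000347, GRCm38) had normalized counts of 32318 with LPS, 37824 with etoposide and 49388 with KU55933 and etoposide. Its log2 fold change with etoposide was 0.23 (standard error 0.12, adjusted p = 0.0837). With library totals as the scaling it became 0.36 and passed the threshold (adjusted p = 0.00448), while it was 0.18 with TMM factors and 0.25 after quantile normalization without passing it. KU55933 under etoposide raised H2-K1 mRNA by 0.38 (standard error 0.12, adjusted p = 0.00405) and it stayed between 0.38 and 0.43 with the 3 other scalings. Reads shared between H2-K1 and other MHC class I genes were not examined. Hif1a mRNA had 2768 normalized counts with KU55933 and etoposide, a log2 fold change of −0.088 against etoposide (standard error 0.11, adjusted p = 0.574).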

Next, we asked whether this could be an extended cellular mechanism that modulates protein synthesis in response to DNA damage and interrogated the polysome distribution of Hif1α and H2-K1, two other targets of Tia1 (Supplementary Fig. 8A, B) that were identified as having an increased translation once maintaining their mRNA abundance (Fig. 4d). Similarly, to p53, Hif1α and H2-K1 mRNA distribution in heavy polysomes significantly increased after B cell treatment with etoposide (Supplementary Fig. 8C, D). The polysome profile of Hif1α was restored upon ATM inhibition and, like p53, resembled the one in control B cells (Supplementary Fig. 8C). The effect of ATM inhibition in H2-K1 mRNA polysome distribution was inconclusive although it might suggest that H2-K1 mRNA shifts to fractions with a lower ribosome occupancy and less translation (Supplementary Fig. 8D). Taken together, our data shows that ATM kinase activation during the DNA damage response modulates Tia1 dissociation from its mRNA targets and controls a translational program to produce key proteins that induce cell cycle arrest and promote DNA damage repair and apoptosis.

## Discussion

Programmed DNA damage is essential for lymphocyte development and antigen-mediated terminal differentiation into antibody-producing cells. Previous studies have focussed their attention on the characterization of pathways involved in permissive DNA repair of the immunoglobulin loci while preventing chromosomal translocation leading to tumour cell transformation^3, 4^. Here we show that post-transcriptional control of mature mRNA plays an important role in timely mRNA translation of key modulators of the DNA damage and stress response including p53 and Hif1α.

DDR is an extensively regulated process linked to cell cycle progression^5, 7^ and B-cell differentiation^6^. Some estimates indicate that B lymphocytes undergoing programmed DNA damage (CSR and/or SHM) can divide within 5–8 h^42, 43^. However, gene expression from DNA transcription to mRNA and translation to protein occurs stochastically, and for low copy mRNAs significant oscillations and time delays affect the cellular protein content substantially^44, 45^. Temporal control of mRNA subcellular location in RNA granules and translation has been previously suggested to be an efficient mechanism for timely protein expression of cell cycle modulators such as Ccnb1^46^. Coordinated control of RNA regulons is important during cell cycle progression and DNA damage^47^. Increased expression of the protein components and assembly of PBs and SGs upon B-cell activation indicates that post-transcriptional regulation of mRNA expression is highly active in B lymphocytes. We have recently reported that post-transcriptional mRNA regulation by the RBP Zfp36l1 and Zfp36l2 is required for cell cycle arrest and effective VDJ recombination^48^. Zfp36l1 and Zfp36l2 proteins found within PBs promote active degradation of their mRNA targets^31^. Here we show that binding of the RBP Tia1 to specific targets, including p53 mRNA, regulates the residence of these mRNAs within SGs and their translational silencing. Our study supports the notion that p53 protein is not expressed in highly proliferative B cells^19^. Our data indicate that mRNA translational silencing may be rate limiting for p53 protein expression in this context.

The global characterization of Tia1:RNA interactions in B-cell extracts depleted of nuclei has revealed over 3000 genes whose transcripts have the potential of being translationally silenced within SGs. Further analysis of the RNA:protein interactions of other key components of SGs will increase our understanding of how these transcripts are regulated within these highly dynamic structures. Tia1 binds within 3′UTRs to U-rich elements similar to the binding motifs described in introns previously^49^. DNA damage induces Tia1 dissociation from its mRNA targets^50^ and allows transcript release from SGs, polysome association and translation of selected regulators of the DDR. iCLIP data integration with global analysis of mRNA abundance and translation indicates that Tia1 mRNA targets involved in cell proliferation and maintenance are decreased upon DNA damage in B cells, consistent with previously described reduction in CAP-dependent translation^39, 51^.

Translation of over 20% of Tia1 mRNA targets is increased after etoposide treatment. Comparison of changes in mRNA abundance and polysome association have allowed us to differentiate between genuine changes in translation from those caused by changes in mRNA abundance. Increased translation of p53, Hif1α and H2-K1 transcripts is mediated by CAP-independent translational mechanisms and are independent of “de novo” transcription. Internal ribosome entry sites (IRES) are present within p53 and Hif1α transcripts and are used as alternative translation initiation sites during stress responses^39, 52–54^. Inhibition of CAP-dependent translation does not prevent p53 protein synthesis in B cells following DNA damage and our data show that ribosome recognition of the p53 IRES is functional. Less is known about the translation of H2-K1 transcripts. However, a high degree of complexity is expected as different reports suggest that leucine-tRNA initiation at a CUG- non canonical start codon encodes for alternative peptides^55, 56^.

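In total mRNA, Cdkn1a (ENSMUSG00000023067, chromosome 17, 29090976 to 29100727, GRCm38) rose from 410 normalized counts with LPS to 13352 with LPS and etoposide, a log2 fold change of 5.03 (standard error 0.11, Wald statistic 45.3). Gadd45a (ENSMUSG00000036390, chromosome 6, 67035096 to 67037457) rose from 129 to 290 counts, a log2 fold change of 1.17 (standard error 0.12, adjusted p = 4.4e-21). For the list of p53 targets the median log2 fold change with etoposide was 2.71 (simulated SD 0.043). Of its 34 genes, 33 were higher, 32 of them past the threshold over all genes and 32 adjusted over the list alone. The median lay above those of all 10000 random lists with similar counts, of which the central 95% lay between −0.37 and 0.067.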

For those Tia1 targets that showed increased mRNA abundance and translation during the genotoxic response we identified several genes that are regulated to some extent by p53 and Hif1α, including Cdkn1a and Gadd45a. These genes can also be post-transcriptionally regulated. Our iCLIP data reveal that both Cdkn1a and Gadd45a mRNA are targeted by Tia1 that likely controls mRNA translation of these regulators of cell growth and apoptosis during B cell activation. Recent evidence indicates that Cdkn1a mRNA can be recruited into arsenite-induced stress granules where its translation is silenced^57^. Similarly, Tial1 binding to Gadd45a mRNA silences translation^58, 59^. Post-transcriptional derepression of p53, Cdkn1a and Gadd45a mRNA by genotoxic stress allows synthesis of these proteins, with consequent cell cycle arrest and DDR. Tia1 and Tial1 dissociation from p53 mRNA in primary B cells is mediated by the ATM kinase and is less dependent on the MK2/p38 kinase axis that operates in p53-defective tumor cells^59^.

ATM-dependent phosphorylation plays a major role in DDR. Phosphorylation of chromatin associated proteins including H2AX and 53BP1 marks double strand breaks in the genome, whereas phosphorylation of p53 mediates transcriptional activation and cell cycle arrest for DNA repair^60–62^. ATM activation controls AID-induced genotoxic stress required for B-cell differentiation in germinal centers^6^ and ATM-deficiency results in deficient VDJ-recombination^63, 64^, reduced CSR^10^ and increased chromosomal translocation leading to lymphomagenesis^65, 66^. Our data provide evidence for another layer of control of the DDR controlled by ATM after B-cell activation. ATM-dependent dissociation of Tia1 and p53 mRNA release from SG after genotoxic stress is likely to be linked to p53 IRES folding, ribosome assembly and p53 mRNA translation^67^. We have not studied in detail the role of other protein kinases like ATR and DNA-PKs, but we anticipate that they can also control ribosome assembly and mRNA translation. We have gained insight here using a model that induces extensive DNA damage in primary cells and believe that this will prompt further studies to understand the importance of mRNA subcellular location and polysome assembly during physiological and pathological processes. Remarkably, our data suggest that post-transcriptional regulation rather than the proteasome controls p53 protein expression in activated B cells. This is an attractive and little explored mechanism that we are now starting to understand.

## Methods

### Antibodies and oligonucleotides

Information is detailed in Supplementary Table 1.

### Animal Procedures

C57BL/6 mice of 8–12 weeks old were used in this study. All animal procedures were approved by the Babraham Institute AWEEC and the UK Home Office.

### B cell isolation and cell culture

Isolation of B cells from spleen or peripheral lymph nodes was performed by using the B Cell Isolation Kit from Miltenyi Biotec. B cells were cultured in RPMI 1640 Medium (Dutch Modification) plus 5% FCS, antibiotics, 2 mM L-glutamine and β-mercaptoethanol (5 µM). Etoposide (Sigma Aldrich, 20 µM) was added to the B cell cultures after 48 h stimulation with either LPS (Sigma Aldrich, E.coli 0127:B8, 10 µg ml^−1^) or with an anti-CD40 antibody (3/23 clone, 10 µg ml^−1^) plus recombinant mouse IL-4 (Peprotech, 10 ng ml^−1^) and recombinant mouse IL-5 (Sigma Aldrich, 5 ng ml^−1^). KU55933 (ATM inhibitor, Tocris, 10 µM), SB203580 (p38 inhibitor, Cell Signalling, 10 µM), Chk2 inhibitor II (Chk2 inhibitor, Sigma Aldrich, 10 µM), and AZD7762 (Chk1/2 inhibitor, Axon MedChem, 10 µM) were added, when indicated, 1-h prior treatment with etoposide. Actinomycin D (ActD, 5 µg ml ^−1^), cyclohexamide (CHX, 100 μg ml^−1^), MG132 (10 μM), Puromycin and SJ172550 were purchased from Sigma Aldrich. HBX41108 and P005091 were purchased from Tocris. Lactacystin, Pifithrin-α, Nutlin-3, p53 Activator III RITA and 4EGI-1 were puchased from Calbiochem.

### Flow cytometry

Intracellular staining of p53 was performed following indications from the manufacturer (BD Biosciences). Cytofix/Cytoperm and Fixation/Permeabilization solutions (BD Biosciences) were used for cell fixation and permeabilization as indicated. Data was acquired using a BD LSR II cytometer and analyzed using FlowJo X (TreeStar).

### RNA FISH and confocal microscopy

For confocal microscopy, B cells were attached to coverslips that were treated with Poly-L-Lysine (Sigma Aldrich) for at least 1 h. at 37 °C. Ex vivo and activated B cells were cultured and treated as previously described. Fifteen to 30 min prior cell recovery, B cells (2–5 × 10^5^) were transferred to 24-well dishes containing the Poly-L-Lysine- coated coverslips. Cell adhesion was confirmed under the microscope prior washing unattached cells off with PBS (at 37 °C). Ice-cold methanol was added onto coverslips for B-cell fixation and permeabilization at −20 °C for 5 min. After drying, cells were fixed again with 4% paraformaldehyde in PBS for 15 min at RT. After extensive washing with washing buffer (PBS plus 0.3% Triton X-100), cells were blocked for 15 min using 1% BSA in washing buffer prior incubation with specific antibodies against Tia1, Dcp1a and eIF3η (see Supplementary Table 1 for more details). After washing, secondary antibodies coupled to Alexa Fluor 488, Alexa Fluor 555 or Alexa Fluor 647 (Life Technologies) were added. After 1-h incubation, samples were incubated with Dapi for 10 min and washed with PBS (three times), with H_2_O (once) and mounted on microscope slides using Prolong (Life Technologies).

RNA FISH procedure was adapted from Widgerde et al.^68^ Briefly, a 991 nucleotide- long sequence of the P53 mRNA coding sequence was used as template for generation of digoxigenin-labeled cDNA probes. Template sequence was amplified using specific B-cell mRNA, specific p53 PCR primers (forward—TGCTCACCCTGGCTAAAGTT; reverse: TCTTCTGTACGGCGGTCTCT) and Pfu Ultra II Fusion HS polymerase (Agilent). Then, it was cloned into a pCR2.1 TOPO® TA cloning vector following manufacturer indications (Life Technologies). Cloning orientation of P53 template sequence (5′ to 3′) was from the T7 promoter sequence to the M13 reverse priming site. Five microgram of linearized vector after BamHI enzymatic digestion was used as template for in vitro transcription using MAXIscript kit (Ambion) and T7 RNA polymerase (Promega). After DNAse I treatment, RNA was extracted by phenol/chlorophorm (pH 4.5) extraction followed by ethanol precipitation using ammonium acetate. Reverse transcription of RNA probe to generate antisense cDNA probes was performed using a Superscript III retro-transcriptase (Life Technologies) and digoxigenin (DIG)-11-2’-deoxy-uridine-5′-triphosphate (alkali-stable from Roche) for probe labelling. Treatment with RNAse H (Life Technologies) was performed before p53 cDNA probes purification with a Qiaquick Nucleotide Removal Kit (Qiagen). For RNA FISH, B cells were fixed and permeabilized with methanol followed further fixation with 4% paraformaldehyde as described before. After extensive washing with washing solution (0.1% Tween 20 in PBS), coverslips were treated with 70% ethanol for 5 min at 22 °C prior air drying. Samples were re-hydrated and incubated in blocking solution (0.1% Tween 20, 5% BSA fraction V or 5% non-reactive donkey serum in PBS) for 15 min. RNase inhibitors or Ribosyl Vanadyl Complex (10 mM, New England Biolabs) were added to all washing and blocking solutions. Then, samples were incubated with an anti-Tia1 primary antibody (Supplementary Table 1) for 2 h at room temperature. After washing, samples were re-fixed with 4% paraformaldehyde in PBS for 10 min. Samples were washed and quenched for 20 min with 0.1 M Glycine in washing solution. Then, they were incubated twice with 50% formamide/ 2× SSC (5 min each time) prior incubation with a p53 cDNA probe mix (100 μg ml^−1^ DIG-labelled oligonucleotide probe, 50% formamide/2× SSC, 6% PEG, 0.2 mg ml^−1^ BSA fraction V, 0.1 mg ml^−1^ E. Coli RNase-free tRNA) that was previously denaturalized at 65 °C. Samples were incubated with the P53 cDNA probe mix over night at 37 °C in a humidified chamber. Then, they were sequentially washed with 50% formamide/ 2× SSC (twice for 10 min at 37 °C), with 50% formamide/ 1× SSC (twice for 15 min at 37 °C), with 1× SSC (once for 15 min at 22 °C), with 0.5× SSC (once for 15 min at 22 °C), with washing buffer (twice for 5 min at 22 °C) and blocking buffer (once for 15 min at 22 °C). P53 cDNA probes were detected with a sheep anti-DIG antibody coupled to AlexaFluor 555 (Molecular probes). Tia1 antibody was detected using a donkey anti-goat secondary antibody coupled to AlexaFluor 647. After 1 h incubation, samples were washed and mounted in microscope slides as indicated above.

All images were captured with an Olympus FV1000 System and processed using FV10-ASW 2.0 software. In all experiments, B cells isolated from 2–3 mice were treated and stained in parallel in each of the, at least, two independent experiments performed. Images were captured using 60 × objective lens and ×4 digital magnification in order to analyze several cells per microscopy field. Images from at least three different microscopy fields were analyzed per replicate. The number of Tia1 and Dcp1a objects in each microscopy field was calculated based on florescence intensity signal using Volocity software and was divided by the number of cells in each field. Data are shown as mean + s.d. (*n* > 6 for all conditions tested). Digital magnification and 3D plot analysis of the fluorescence signal was performed with Image J software to visualize Tia1- and Dcp1a- containing RNA granules. Pearson R correlation of fluorescent signal colocalization was calculated with ImageJ.

### Plasmid constructs

The psiCkeck2- p53 3′UTR plasmid was generated by PCR amplification of the mouse Trp53 3′UTR (445 bp) using B cell mRNA as cDNA template, Pfu Ultra II Fusion HS polymerase (Agilent) and specific primers (Supplementary Table 1), followed by cloning into a psiCkeck2 plasmid vector (Promega). XhoI and NotI restriction enzyme sites were added for directional cloning downstream the Renilla luciferase ORF. Mutagenesis of the proximal (P) (closest to the Trp53 stop codon) and/or the distal (D) Tia1 binding sites (closest to the Trp53 PolyA signal) was performed using Gibson assembly to generate the following plasmid: psiCkeck2- p53 3′UTR P-mutant (P-Mut), psiCkeck2- p53 3′UTR D-mutant (D-Mut) and psiCkeck2- p53 3′UTR P-D-mutant (P-D-Mut).

The bicistronic Trp53 IRES vector was generated by substituting the polyadenylation site of the renilla luciferase and the Herpes simplex virus (HSV) thymidine kinase promoter, present upstream the firefly luciferase CDS in the psiCheck2 vector, with the mouse Trp53 5′UTR (NM_011640.3). Trp53 ribosome entry site was substituted by a SalI restriction enzyme site to generate the Trp53 IRES mutant vector.

Mouse Tia1 and a mutant Tia1 lacking the RNA-recognition motifs 1 and 2 were cloned into the MIGR1 plasmid vector after PCR amplification using specific primers (Supplementary Table 1). Restriction enzyme sites for BglII and EcoRI were added and used for directional cloning into the MIGRI plasmid vector.

### Luciferase reporter assays

HEK293T (293T ATCC CRL-3216) cells, cultured in DMEM supplemented with 10% FCS, 2 mM L-glutamine and 1% Penicillin/Streptomycin, were transfected with the indicated plasmid constructs using Lipofectamine 2000 (ThermoFisher). Renilla and firefly luciferase expression was measured after 24 h with a Dual-Luciferase Reporter Assay System (Promega). Each independent experiment was performed in duplicates or triplicates. Data are shown as relative luciferase units. In those experiments assessing the role of p53 3′UTR in mRNA translation, relative luciferase units are calculated by dividing the number of renilla luciferase units by the number of firefly luciferase units (to control for changes due to different transfection efficiencies). To account for extrinsic changes in the Dual-Luciferase® Reporter Assay System due to cell treatment with etoposide, Tia1 over-expression or Tia1 knockdown, relative luciferase units were further normalized by the relative changes in renilla luciferase translation compared to firefly luciferase translation in cells transfected with a control psiCkeck2 empty vector. Trp53 IRES dependent translation was quantified by measuring firefly luciferase translation relative to control renilla luciferase translation. At least three independent experiments were performed and pulled data is shown as mean + s.d. Statistical analysis was performed using the unpaired Student’s *t*-test.

### Dicer-substrate short interfering RNAs and gene knock down

TriFECTa dsiRNA duplex kits containing three different Dicer-substrate short interfering RNAs (DsiRNAs) against Tia1 or Hprt were purchased from Integrated DNA Technologies (IDT). Hprt dsiRNA and scramble dsiRNA provided with the kit were used as experimental negative controls. DsiRNAs were transfected into HEK293 cells by using Lipofectamine RNAiMAX transfection reagent (ThermoFisher). After 48 h, plasmid and dsiRNA were co-transfected with using Lipofectamine 2000 (ThermoFisher). Gene knock down was evaluated 24-h after using qPCR and flow cytometry. Renilla and firefly luciferase expression was measured with a Dual-Luciferase Reporter Assay System (Promega).

### Polysome fractionation

For polysome fractionation, B cells were incubated with cyclohexamide (CHX, Sigma Aldrich, 100 μg ml^−1^) for 3 min at 37 °C prior collection. After washing the cells with ice-cold PBS containing CHX (100 μg ml^−1^), cell pellets were either stored at −80 °C or resuspended in polysome buffer (300 mM NaCl, 15 mM MgCl_2_, 15 mM Tris-HCl; pH 7.5, 100 μg ml^−1^ cycloheximide CHX, 100 U RnaseOUT from Life Technologies) containing 1% Triton X-100. After incubation on ice for 10–15 s, cells were spun at 17,000 × *g* at 4 °C. Cytoplasmic cell supernatant was placed at the top of a 50–10% sucrose gradient prepared previously in 17 ml- Beckman tubes (by underlying, from the bottom to the top, 3 ml of 10, 20, 30, 40 and 50% sucrose solutions made up in polysome buffer). Then, samples were centrifuged at 250,000 × g for 2hr at 4 ˚C (acceleration 7, deceleration 7) using a pre-cooled SW41Ti. Samples were kept at 4 °C at all times. One millilitre fractions were automatically collected using gradient fractionator after injecting a 65% sucrose solution (made up in polysome buffer containing Bromophenol blue as a tracer dye) to the bottom of the tube. Polysome fractions were mixed with 3 ml of 7.7 M guanidine HCl and 4 ml of 100% ethanol, and incubated overnight at −20 °C.

### RNA extraction and RT-qPCR

Ethanol precipitation procedure was follow for mRNA precipitation. mRNA was used for either 3′ RNA-seq library preparation (described below) or it was converted into cDNA to perform RT-qPCR analysis as follows^69^: Briefly, RNA retro-transcription (RT) was performed using SuperScript II (Life Technologies) and qPCR assays were performed using Platinum Quantitative PCR SuperMix-UDG or SYBR Green PCR Master Mix (Life Technologies). Total RNA extraction was performed using TriZol (Life Technologies) and converted into cDNA similarly. Primers and Taqman probes used are described in Supplementary Table 1. Quantification of cell mRNAs was calculated by the ΔΔCT (comparative threshold cycle) method, following manufacturer’s instructions. 18S rRNA and β2m were tested to normalize mRNA abundance. Data are shown as relative quantification to the mRNA levels of either ex-vivo or LPS- stimulated B cells as indicated in each figure legend. Quantification of mRNA levels in each polysome fraction is shown as arbitrary units (a.u.).

### SDS-page and immunoblotting

Protein from each polysome fraction was precipitated using trichloroacetic acid (TCA). Briefly, 1 volume of 20% TCA was added to each fraction. After incubation overnight at 4 °C, samples were spinned down at 17,000 × g. Pellet was washed twice with 0.5 ml of ice-cold acetone. After drying the pellet, protein was resuspended in sample reducing buffer (2×) containing 2-mercaptoethanol. 10% of the total was loaded in 10−12% polyacrylamide-SDS gels.

Total B cell protein extracts were prepared using RIPA buffer (50 mM Tris-HCl, pH 7.4, 150 mM NaCl, 1% NP-40, 0.1% SDS and 0.5% sodium deoxycholate) containing protease and phosphatase inhibitors (Protease inhibitor cocktail 3, Sigma Aldrich). After 15 min at 4 °C, samples were centrifuged (17,000 × *g*, 5 min) to isolate protein containing supernatants. Protein concentration was measured using a BCA protein assay (Pierce). 10% polyacrylamide-SDS gels were loaded with 20 μg. of protein lysate for electrophoresis. Proteins were then transferred to nitrocellulose membranes and immunoblotted with specific primary antibodies against p53, p53-Ser15, Cdkn1a p21, Gadd45a, Tia1, Tial1, eIF3η, G3BP1, PABP1, Dcp1a and β-actin (Antibody dilution 1:1000; see Supplementary Table 1). Specific HRP-conjugated secondary antibodies followed by enhanced chemiluminescence (Amersham Pharmacia Biotech) were used for detection. Uncropped immunoblot scans with molecular size markers are provided in the Supplementary Data.

### Individual-cross-linking and immunoprecipitation (iCLIP)

iCLIP experiments were performed with minor modifications as previously described^30, 70^. Briefly, primary splenic B cells were activated with LPS for 48 h prior UV- light crosslinking (245 nm light, 150 mJ cm^−2^ using a Stratalinker 2400) of protein : RNA interactions. Cytoplasmic extracts were obtained after incubation with cytoplasmic extract lysis buffer (10 mM HEPES; pH 7.6, 10 mM KCl, 0.1 mM EDTA, 0.1 mM EGTA and protease inhibitors) as described above, and treated for 3 min at 37 °C with a high concentration (12 U ml^−1^) or a low concentration of RNase I (0.167 U ml^−1^). Tia1:RNA complexes were immunoprecipitated using 2 μg an anti-Tia1-specific antibody (Supplementary Table 1) coupled to protein G Dynabeads. An isotype IgG antibody was used as negative control and specific Tia1 immunoprecipitation was checked by western blot. After immunoprecipitation, beads were washed twice with high-salt buffer (50 mM Tris-HCl, pH 7.4, 1 M NaCl, 1 mM EDTA, 1% NP-40, 0.1% SDS and 0.5% sodium deoxycholate) and twice with PNK washing buffer (20 mM Tris-HCl, pH 7.4, 10 mM MgCl2 and 0.2% Tween-20). One tenth of each sample was labelled with ^32^P-ATP using PNK. The rest was ligated to an RNA linker after RNA 3′ dephosphorylation. RNA–protein complexes were separated by SDS-PAGE and were transferred to nitrocellulose membranes. Tia1-RNA complexes with a molecular size above 55 KD were isolated after visualization by autoradiography. RNA extraction from the nitrocellulose was performed with proteinase K in 200 μl of PK buffer (100 mM Tris-HCl, pH 7.5, 50 mM NaCl and 10 mM EDTA) for 10 min at 37 °C. After that, additional 200 μl of PK buffer containing urea (7 M) were added to each sample that was further incubated for 20 min at 37 °C. RNA was isolated by phenol-chloroform extraction and ethanol precipitation, and retrotranscribed into cDNA using RCLIP primers (Supplementary Table 1) and SuperScript III. cDNA purification was performed using 6% TBE-urea gels and was followed by cDNA circularization and amplification by PCR using Solexa P5/P3 primers. cDNA libraries were analyzed prior Illumina (GaIIX) sequencing. RCLIP primers include a seven-base-long ‘barcode’ at the 5′ end (three known bases plus four unknown nucleotides) for sample multiplexing and PCR duplicate read identification. Two known bases (AT, 3′ barcode) were added to the 3′end of each RNA molecule by the RCLIP primers.

### RNA immunoprecipitation (RIP)

Validation of Tia1 and Tial1 interaction with selected mRNA targets was performed by RIP as follows^69^: Briefly, RIP assays were performed with cytoplasmic cell extracts were obtained using cytoplasmic cell lysis buffer (10 mM TrisHCl; pH 7.4, 10 mM NaCl, 2.5 mM MgCl_2,_ 40 µg ml^−1^ digitonin from Sigma Aldrich) containing protease inhibitors (p8340, Sigma Aldrich) and RNase inhibitors (40 U ml^−1^ of RNase Out, Life Technologies). After incubation on ice for 15 min, 10 µl of 10% NP-40 were added. Samples were then vortex for 10 s and centrifuged at 900 × *g* at 4 °C for 20 min. Supernatant was collected as the cytoplasmic fraction. Protein A/G magnetic beads (Pierce, ThermoFisher Scientific) were coupled with 2 μg of antibody against Tia1 or Tial1 or an isotype control IgG antibody (Supplementary Table 1). After 1-h incubation at room temperature, beads were washed with NET-2 buffer (50 mM Tris-HCl pH 7.5, 500 mM NaCl, 0.05% NP-40 and 1 mM MgCl_2_). Two hundred fifty microgram of cytoplasmic protein extracts were added to the antibody-coupled beads for immunoprecipitation (overnight at 4 °C in rotation). Then, beads were washed (5×) with NET-2 buffer and proteins were digested with proteinase K (0.5 mg ml^−1^, Roche) dissolved in NET-2 buffer containing 0.1% SDS. After 15 min at 55 °C, RNA was extracted by adding an equal volume of phenol: chloroform: isoamyl alcohol (25:24:1, Sigma, P3803). After mixing, centrifugation and isolation of the hydrophilic sample phase, RNA was precipitated using 0.1 volumes of 3 M NaOAc, 0.3 volumes of 1 mM EDTA and 2.5 volumes of 100% ethanol. RNA pellets were washed twice with 70% ethanol prior drying and re-suspension in water. Reverse transcription into cDNA and qPCR assays were performed as described above. Data from RNA immunoprecipitation assays are shown as fold enrichment relative to LPS- only treated B cell samples. In all experiments, samples from two or three biological replicates were processed in parallel to determine biological variability. Data are shown as Mean  +  s.d.

### Library preparation and high throughput sequencing

mRNAseq libraries were generated with a TruSeq Stranded mRNA Sample Prep Kit (Illumina). mRNAseq and iCLIP cDNA libraries were sequenced with a HiSeq2000 Illumina system (mRNAseq—100 bases, single end; iCLIP—50 bases, single end). mRNAseq data from naïve and LPS-activated B cells were obtained from publically available data sets (GSE62129). cDNA libraries for PolyRibo-3′ RNA-sequencing was performed using identical concentrations from each of the RNA sample fractions collected after polysome fractionation that was performed as indicated above. Between 62.5 and 625 ng of RNA was retro-transcribed using one specific RmRNAt primer with a unique 10-bases barcode that allows library multiplexing (41 libraries were multiplexed in each sequencing lane) and PCR deduplication. Of the 10-bases barcodes, 5 nucleotides were known (for library multiplexing) and 5 unknown (for PCR deduplication) (Supplementary Table 1). After cDNA isolation and purification using Qiagen PCR purification kit, input material was amplified using the MessageAmp II aRNA Amplification kit. Briefly, a second DNA strand was generated. Double strand DNA was purified using cDNA Filter Cartridges and in vitro transcription was then performed using T7 RNA polymerase. After DNA degradation using DNAse I, amplified in-vitro transcribed RNA was purified using the aRNA filter cartridges provided. Then a second retro-transcription was performed using the 2RT primer. After RNA digestion with RNAse A, cDNA of a size between 110–150 bases was purified using TBE-Urea gels and used as template for PCR library amplification using P5/P3 Solexa primers. cDNA libraries were then sequenced using a HiSeq1000 Illumina system. Paired sequencing was performed (10 cycles from the 5′ end to read unique barcode and 60 cycles from the 3′end). Ribosome footprinting libraries have been described previously (GSE62148)^70^.

### Bioinformatics and statistics

FastQC was used for quality analysis of sequencing data. Data analysis was done in the iCount pipeline^30^. Read mapping and peak call analysis of Tia1 iCLIP data^30, 70^ was done as follows: Briefly, sample demultiplexing was performed based on the three known bases present at the 5′end of each read. The four unknown bases of the 5′ ‘barcode’ were used for removal of PCR duplicate reads. The length of unique reads was defined by a two bases (AT)- long 3′ barcode. Reads were then trimmed to remove adaptor and barcode sequences before mapping to the genome with Bowtie. Mouse genome assembly GRCm37 (NCBI; UCSC mm9 annotation) was used originally. Data were lifted over to GRCm38 (NCBI) assembly if required by using Galaxy. Nucleotide position −1 (relative to the first base annotated, set as position 0) of each read defines Tia1-crosslink–binding site. The number of unique cDNA counts associated to a Tia1-crosslink site is defined by both read length and the uniqueness of the 5′ ‘barcode’ sequence. Peak enrichment analysis was performed in iCount by genome-wide analysis of 30 base windows (15 nts. upstream and downstream from each mapped Tia1 crosslink site), allowing 100 permutations and multiple-hypothesis testing to correct for multiple comparisons. All Tia1- crosslink sites with a false-discovery rate (FDR) higher than 0.05 were not further considered. Tia1:RNA binding sites were associated to a particular genomic feature (5′UTR, 3′UTR, ORF, introns, ncRNA or intergenic—mm9 annotation-) and visualized in the UCSC genome viewer. Gene ontology (GO) analysis was performed using GOrilla and REViGO. GO terms related to biological processes (BP) were used.

mRNAseq data were mapped with TopHat2 and counted using HTSeq (Mus_musculus.GRCm38.78.gtf). Differential expression analysis was performed with DESeq2, that adjusted the data to a negative binomial distribution after correction by library size factor. Benjamini-Hochberg multiple test correction of the *P* values was performed to calculate adjusted *P* values (*P*adj < 0.01 was used as threshold of significance).

Data from PolyRibo-3′ RNA-sequencing was mapped to GRCm38/mm10 genome (gene and transcript annotation Ensembl 66.8) after demultiplexing and PCR deduplication based on 5′ end barcodes annotated in the 10 bp-first read of the Illumina run (see Supplementary Table 1 from RmRNAt primer sequence). Location and length analysis of the longest consecutive A tract in raw reads from the 60bp-second read of the Illumina run (deposited in GEO, see accession numbers below) was done first. Removal of the A-tract from reads was performed according to the following rules (tail length, A tract length, allowed mismatches in tract): (20, 17, 2), (19, 16, 2), (18, 15, 2), (17, 14, 2), (16, 13, 1), (15, 12, 1), (14, 11, 1), (13, 10, 1), (12, 10, 1), (11, 9, 1), (10, 8, 1), (9, 8, 1), (8, 7, 0), (7, 6, 0), (6, 5, 0), (5, 3, 0), (4, 3, 0). Reads containing internal A-tracts were cut according to the rule (minimal A tract length, allowed mismatches in tract): (17, 2). Finally, any remaining A at the end of the read was removed prior alignment to the reference genome and counting. Raw counts were used to generate a sample data matrix for DESeq2 to identified changes in the polysome fraction profile of each gene. First, a generalized linear model (GLM; read.counts ~ condition + polysome.fraction + condition:polysome.fraction) was estimated for polysome data and, second, the likelihood ratio test was performed between the original and a reduced (read.counts ~ polysome.fraction) GLMs. Then, we used a post-hoc pairwise t-test to find genes with the most significant fraction change between conditions in monosome, light and heavy fractions. The significance *P*-value threshold used in the pairwise t-test was 0.01. Although 3′RNA sequencing allows identification of alternative polyA site usage, it does not enable to identify and quantify alternatively spliced mRNA transcripts. Therefore, counts mapped to an Ensembl-defined gene unit were summed up and analyzed. The same approach was taken for quantifying mRNA abundance by mRNAseq.

mRNA and PolyRibo-3′ RNA-sequencing data from 4 biological replicates were collected to estimate variation and ensure reproducibility. Analysis of variance (ANOVA) followed by Bonferroni’s correction, unpaired Student’s t-tests or Mann-Whitney tests were performed for statistical analysis of non-sequencing data as indicated in each figure legend.

### Data availability

The data sets generated during and/or analyzed during the current study are available in Gene Expression Omnibus. Accession codes are: GSE62148 and GSE93576 (subseries GSE93573, GSE93574 and GSE93575). All other data are available upon request.

## Electronic supplementary material

Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Peer Review File

# Supplementary material for: Tia1 dependent regulation of mRNA subcellular location and translation controls p53 expression in B cells
**Source:** Nat Commun. 2017 Sep 13;8:530. doi: 10.1038/s41467-017-00454-2
**Supplement:** Supplementary file 1 — Supplementary Information

## **Description of Supplementary Files**

File name: Supplementary Information

Description: Supplementary figures and supplementary table.

File name: Supplementary Data 1

Description: Annotated Tia1:RNA crosslink sites mapped to the genome in LPS- activated B cells. Two independent experiments shown.

File name: Supplementary Data 2

Description: Differential expression analysis of cellular mRNA abundance after DNA damage induction with etoposide.

File name: Supplementary Data 3

Description: Changes in ribosome-associated mRNA abundance after treatment with etoposide.

File name: Supplementary Data 4

Description: Changes in mRNA content associated to a given polysome fraction (changes in mRNA polysome distribution).

File name: Supplementary Data 5

Description: GO terms associated to differentially translated Tia1 mRNA targets in B cells (Gorilla and REVIGO analysis, related to figure 2H, iCLIP target definition - cut off = Minimum of 10 unique crosslinks in the 3'UTR).

File name: Supplementary Data 6

Description: Number and percentage of mRNA transcripts distributed in different polysome fractions.

File name: Peer review file

**A**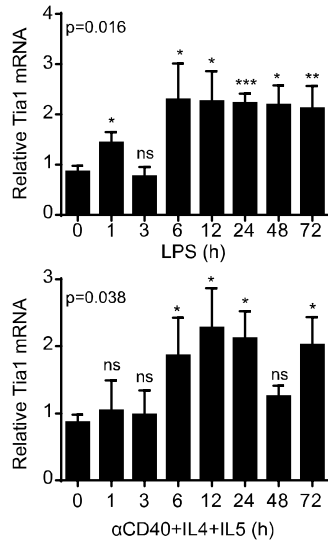**B**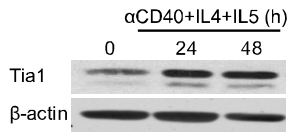**D**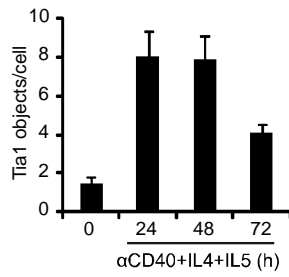**C**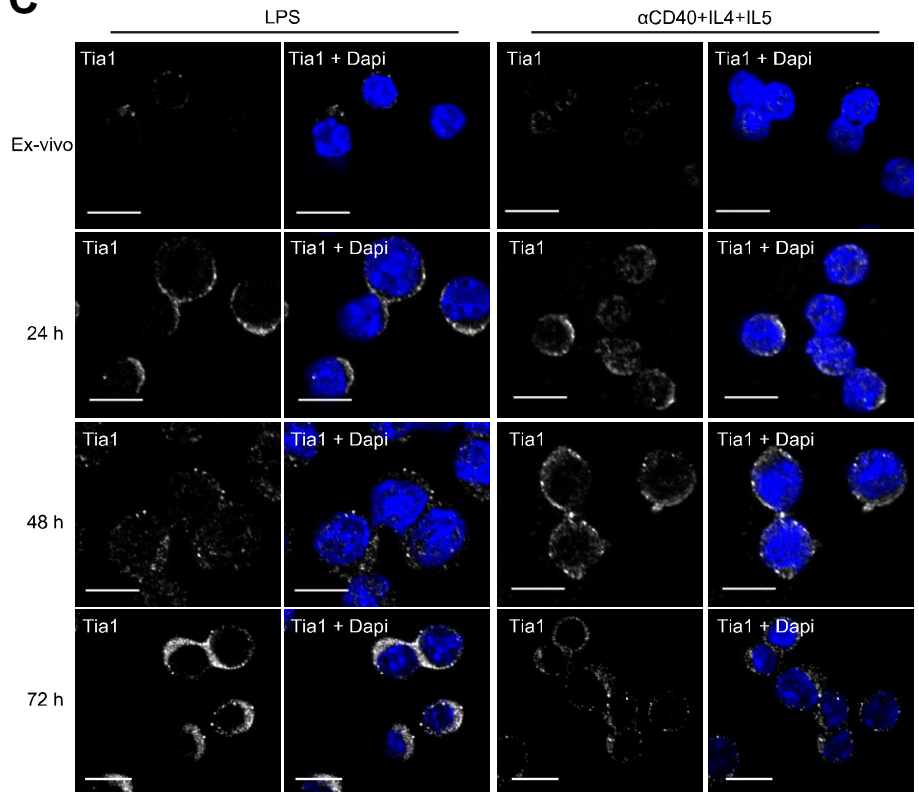**E**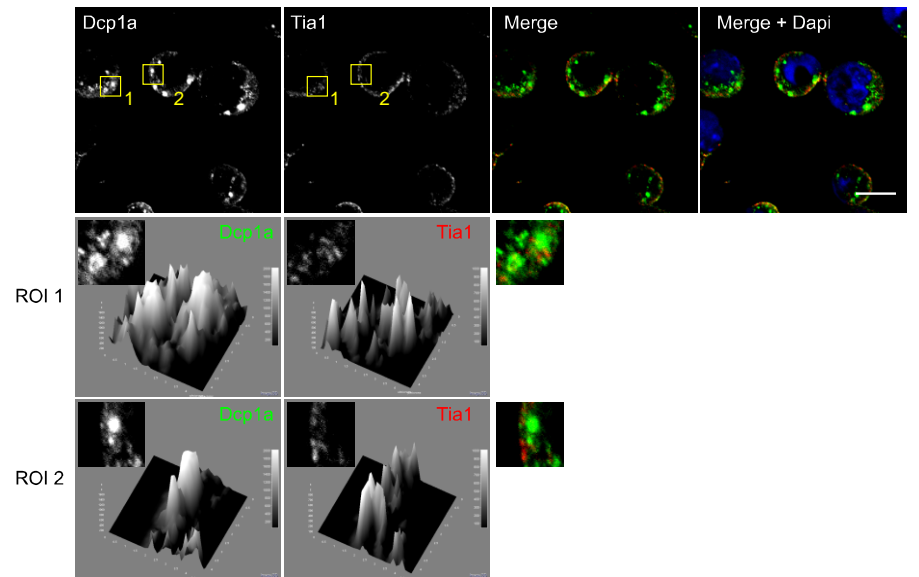

F

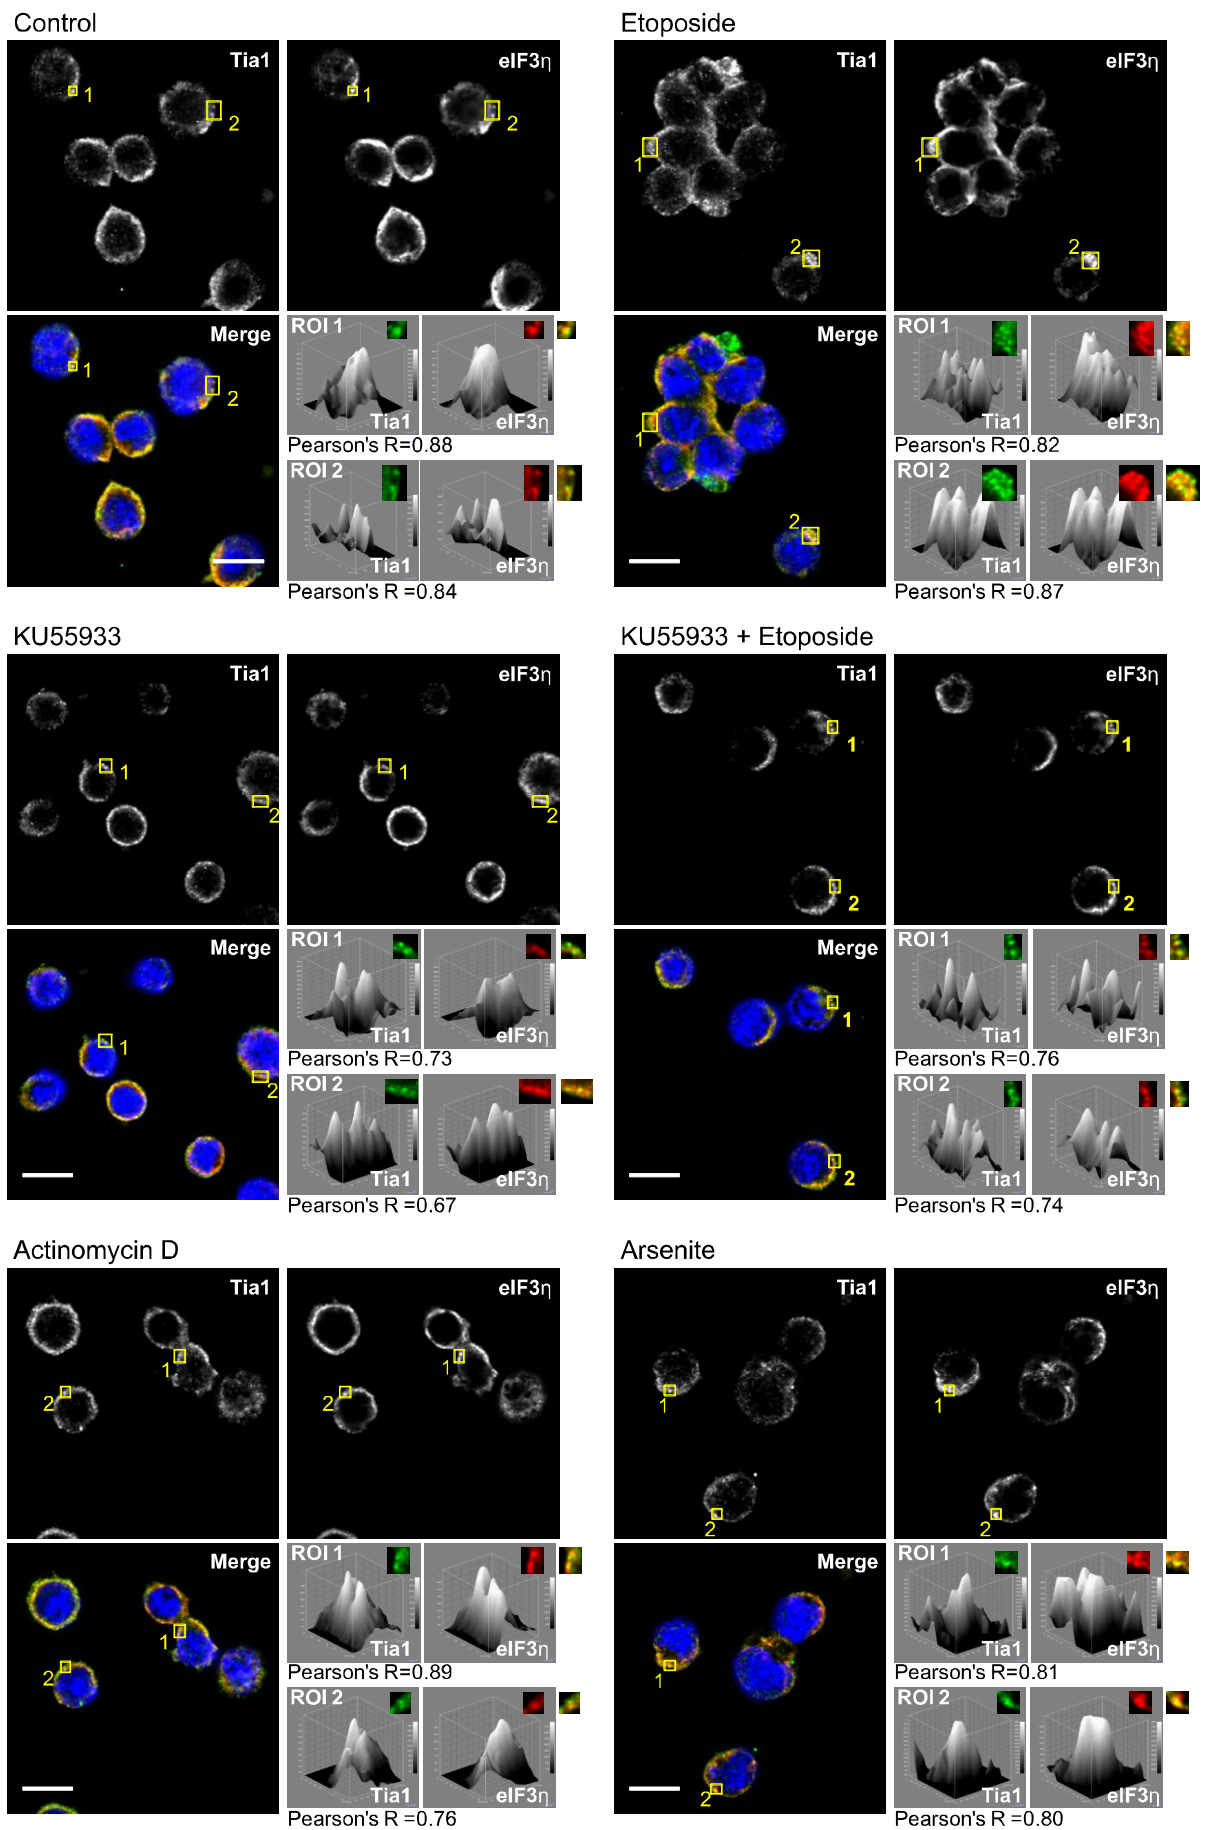

**Supplementary fig. 1. Stress granules are formed upon B cell activation.**

**A**, Time course analysis of Tia1 mRNA expression in B cells after activation with LPS or  $\alpha$ CD40+IL4+IL5. Data from two independent experiments are shown as mean + s.e.m. (One-way analysis of variance (indicated p values) and unpaired t tests were performed comparing treated vs untreated samples, \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ ). **B**, Immunoblot analysis of Tia1 protein expression in B cells treated with  $\alpha$ CD40+IL4+IL5. **C**, Confocal analysis of Tia1 subcellular location in B cells after activation with LPS or  $\alpha$ CD40+IL4+IL5 for the indicated times. **D**, Number of Tia1-containing granules per cell in the confocal images shown in C. Quantitation was performed using Volocity Image software based on fluorescence accumulation within granules. A minimum of six confocal images from two independent experiments were analysed. Data shown as mean + s.d. **E**, Visualization of Dcp1a and Tia1 subcellular location in B cells activated with LPS for 48 hours. Dcp1a and Tia1 were detected using specific antibodies. Dapi was used for nucleus (DNA) staining. Bottom panels show a 3D fluorescence maps (Image J) of both Dcp1a and Tia1 fluorescence signal in two selected regions of interest (ROI). **F**, Confocal analysis of Tia1 and eIF3 $\eta$  in LPS-activated B cells that were treated or not with KU55933 (10  $\mu$ M, 4h), etoposide (20  $\mu$ M, 4 h), KU55933 plus etoposide (4 h), actinomycin D (5  $\mu$ g/ml, 1h) or sodium arsenite (100  $\mu$ M, 30 min). 3D fluorescence maps of both Tia1 and eIF3 $\eta$  were performed as in E. Pearson's correlation for Tia1 and eIF3 $\eta$  signal colocalization is shown for both ROIs. A minimum of six confocal images from at least two independent experiments were analysed in C, E and F. (bar scale = 10  $\mu$ m).

**A**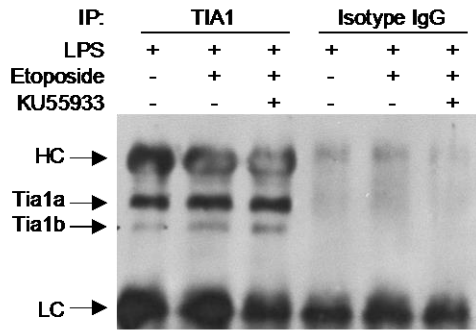**B**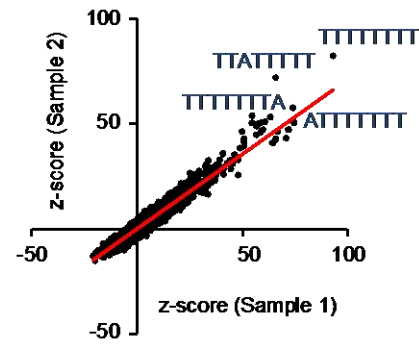**C**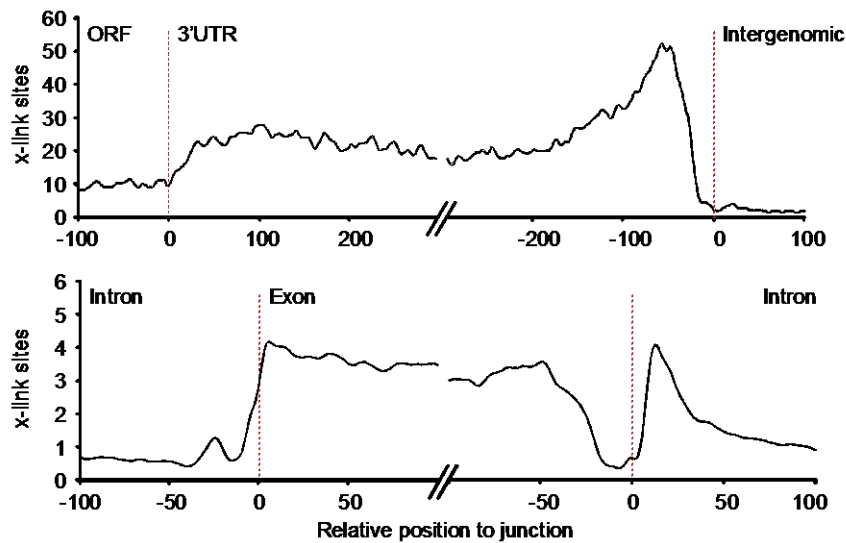**D**

| GO term    | Description                                       | frequency | semantic space | plot_size | log10 p-value |
|------------|---------------------------------------------------|-----------|----------------|-----------|---------------|
| GO:0050789 | regulation of biological process                  | 46.58%    | 1.998          | 4.468     | -14.7496      |
| GO:0019222 | regulation of metabolic process                   | 25.26%    | 1.887          | 4.202     | -9.0615       |
| GO:0032502 | developmental process                             | 24.06%    | -0.362         | 4.181     | -7.2534       |
| GO:0032879 | regulation of localization                        | 7.17%     | -0.154         | 3.655     | -6.6289       |
| GO:0002682 | regulation of immune system process               | 3.91%     | 4.467          | 3.392     | -6.4271       |
| GO:0023051 | regulation of signaling                           | 10.96%    | 1.98           | 3.839     | -5.3645       |
| GO:0002376 | immune system process                             | 8.70%     | 0.472          | 3.739     | -5.0141       |
| GO:0010646 | regulation of cell communication                  | 11.00%    | 1.111          | 3.841     | -4.8447       |
| GO:0050896 | response to stimulus                              | 36.21%    | 1.459          | 4.358     | -4.6498       |
| GO:0048583 | regulation of response to stimulus                | 12.52%    | 7.056          | 3.897     | -4.3716       |
| GO:0030155 | regulation of cell adhesion                       | 1.35%     | 0.856          | 2.931     | -4.3363       |
| GO:0030334 | regulation of cell migration                      | 1.88%     | -1.733         | 3.074     | -4.0004       |
| GO:0030029 | actin filament-based process                      | 2.69%     | -0.257         | 3.229     | -2.5986       |
| GO:0070228 | regulation of lymphocyte apoptotic process        | 0.23%     | 0.639          | 2.161     | -2.58         |
| GO:0040008 | regulation of growth                              | 2.44%     | 2.378          | 3.187     | -2.5436       |
| GO:0010608 | posttranscriptional regulation of gene expression | 1.43%     | -3.533         | 2.954     | -2.3382       |
| GO:0009605 | response to external stimulus                     | 7.34%     | 8.088          | 3.665     | -2.0883       |
| GO:0006109 | regulation of carbohydrate metabolic process      | 0.54%     | -4.014         | 2.537     | -2.0223       |
| GO:0019216 | regulation of lipid metabolic process             | 0.94%     | -4.916         | 2.772     | -2.0223       |
| GO:0034248 | regulation of cellular amide metabolic process    | 0.07%     | -5.159         | 1.633     | -2.0039       |
| GO:0001775 | cell activation                                   | 3.45%     | -0.206         | 3.337     | -1.7852       |
| GO:0002634 | regulation of germinal center formation           | 0.04%     | 6.625          | 1.362     | -1.6904       |
| GO:0006897 | endocytosis                                       | 1.88%     | -5.394         | 3.074     | -1.6716       |
| GO:0045730 | respiratory burst                                 | 0.07%     | -3.068         | 1.623     | -1.6459       |

**Supplementary fig. 2. Identification of Tia1 mRNA targets by iCLIP.**

**A**, Immunoblot analysis of Tia1 immunoprecipitation using a Tia1- specific or an IgG isotype antibody. Cytoplasmic extract from LPS-activated B cells treated with Etoposide or Etoposide+KU55933 were used. **B**, Tia1 binding motif analysis shown as 8-mers enriched in the two independent iCLIP experiments performed. **C**, RNA map showing Tia1 binding enrichment associated to the ORF-3'UTR and 3'UTR-intergenomic boundaries (top panel), or the intron-exon and exon-intron boundaries (bottom panel). Quantification x-link sites was normalised by the genomic segment size. **D**, Table of GO terms enriched in the list of Tia1 mRNA targets in B cells (GORilla and REVIGO analysis, related to figure 1F).

**A**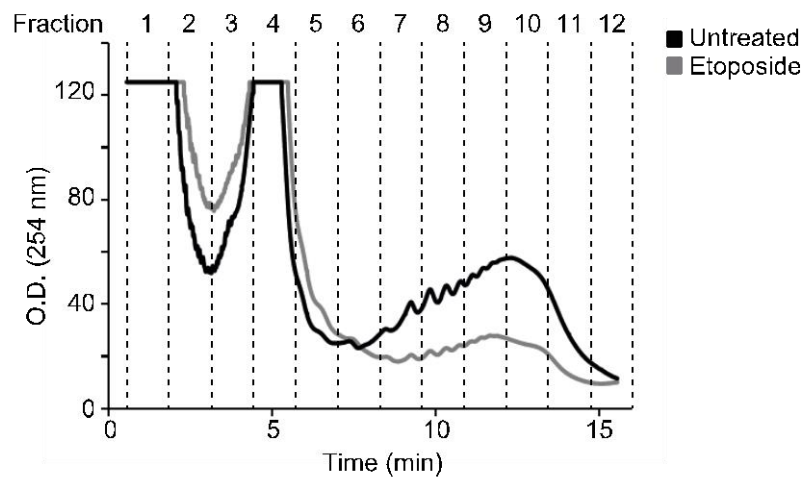**B**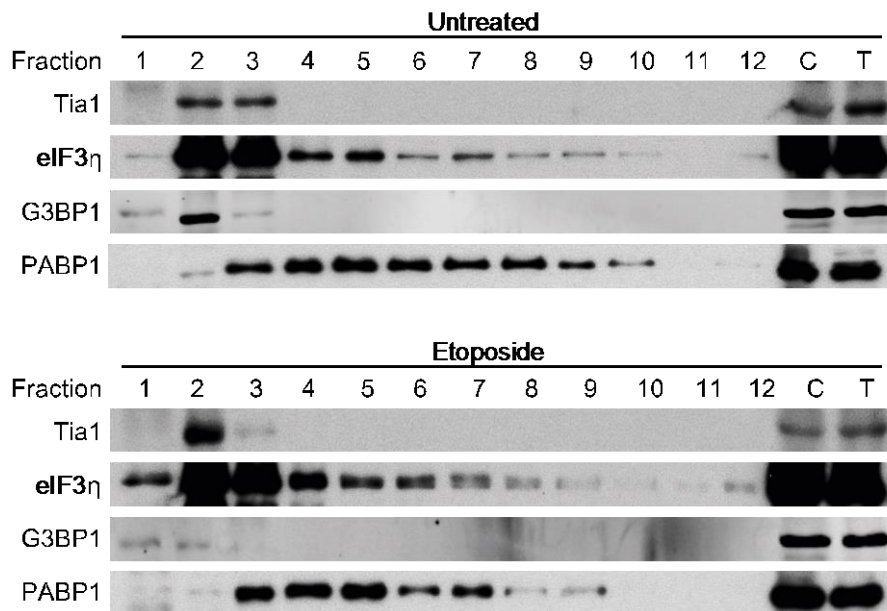

**Supplementary fig. 3. Etoposide alters mRNA distribution in polysomes in activated B cells.**

**A**, Polysome profiles of LPS- activated B cells treated or not with etoposide (20  $\mu$ M) for 4 hours. Data is representative of 6 independent experiments. **B**, Immunoblot analysis of Tia1, eIF3 $\eta$ , G3BP1 and PABP1 in the different polysome fractions (1.4 ml fractions as indicated in A), in cytoplasmic protein extracts (C) and total cell lysates (T) from LPS-activated B cells treated or not with etoposide for 4 hours. Data are from one of the two independent experiments performed.

**A**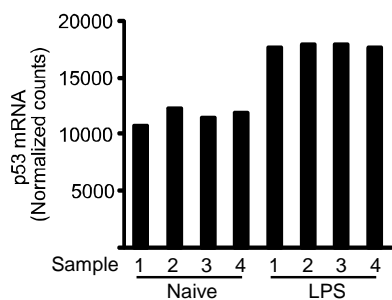**B**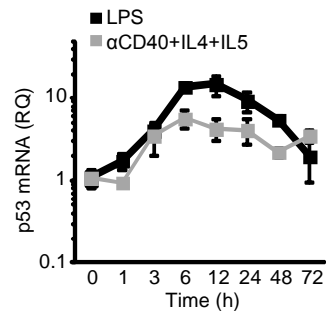**C**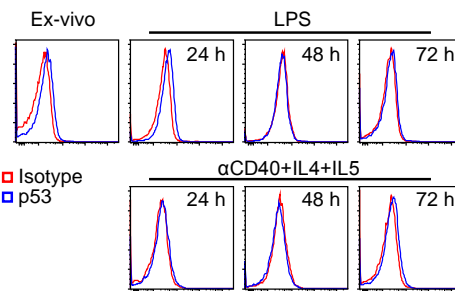**D**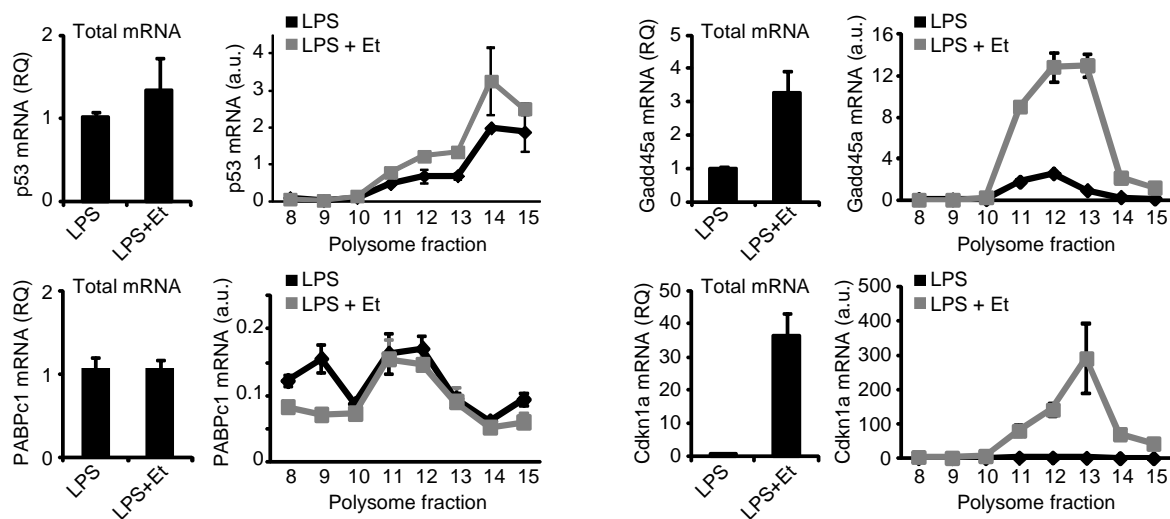**E**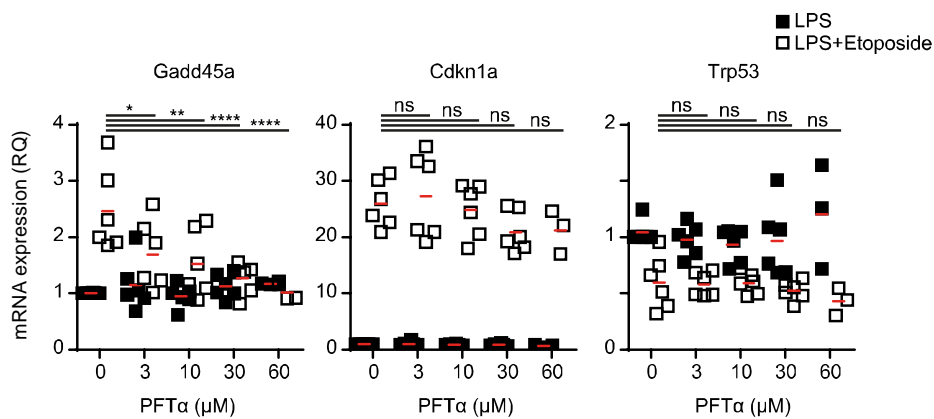**F**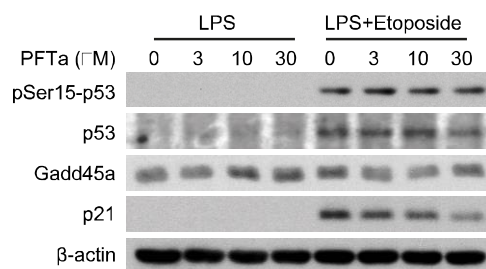

**Supplementary fig. 4. p53 mRNA translation increases without changes in mRNA abundance upon induction of DNA damage.**

**A**, p53 mRNA expression in naïve and LPS-activated B cells. Data from mRNAseq libraries (GSE62129) is shown as DESeq2 normalised counts (each of the 4 biological replicates is identified by the number). **B**, RT-qPCR time course analysis of p53 mRNA expression in B cells activated with LPS or  $\alpha$ CD40+IL4+IL5. Data from 2 independent experiments. Data shown as mean + s.d. **C**, p53 protein expression in B cells treated with LPS or  $\alpha$ CD40+IL4+IL5 measured by intracellular flow analysis. **D**, RT-qPCR analysis of total mRNA levels and mRNA polysome distribution of p53, Gadd45a, PABPc1 and Cdkn1a in LPS- activated B cells treated or not with etoposide. Total mRNA levels were normalised by Hprt mRNA abundance and are shown as a relative quantification (RQ) of the LPS-treated B cell control samples. mRNA polysome distribution is shown arbitrary units (a.u.). Data from three biological replicates are shown as mean + s.d. **E**, Analysis by RT-qPCR of Gadd45a, Cdkn1a and p53 mRNA expression in LPS-activated B cells treated with the indicated doses of Pifithrin- $\alpha$  (PFT $\alpha$ ) 1 hour prior induction of DNA damage with etoposide. Data from 6 biological replicates collected in two independent experiments are shown with the exception of cells treated with 60  $\mu$ M of PFT $\alpha$  for which data from three biological replicates from one experiment are shown. Two-way ANOVA and Bonferroni post-test analysis was performed (ns= non-significant, \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ ). **F**, Immunoblot analysis of Gadd45a, Cdkn1a, pSer15-p53, p53 and  $\beta$ -actin in total protein extracts of B cells treated like in E. Data are from one of the two independent experiments performed.

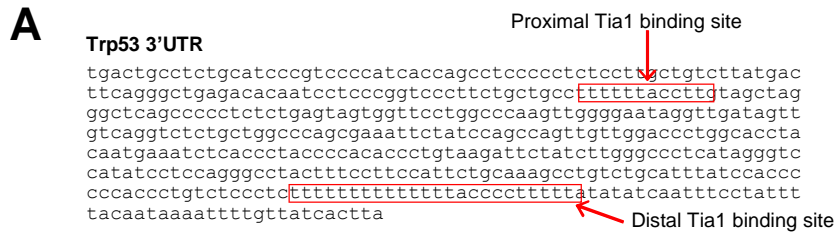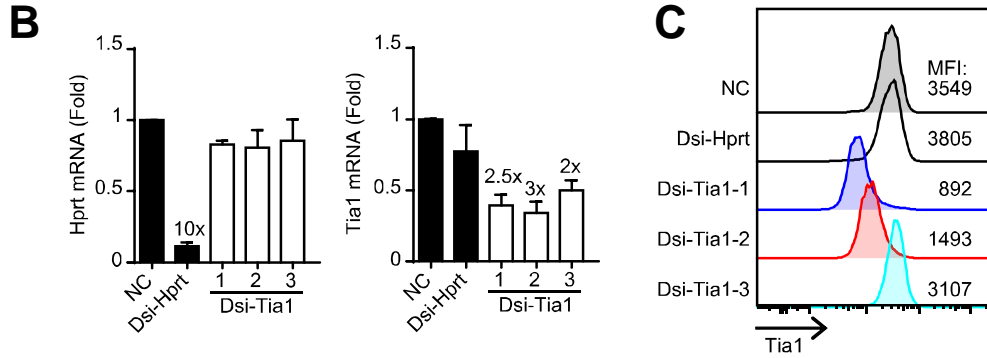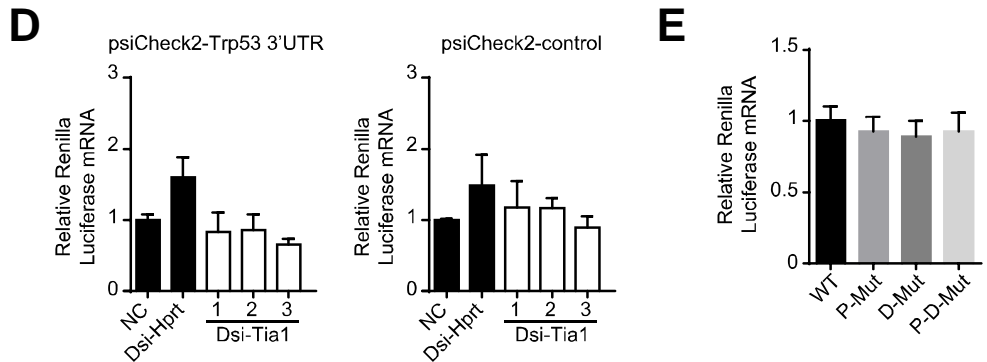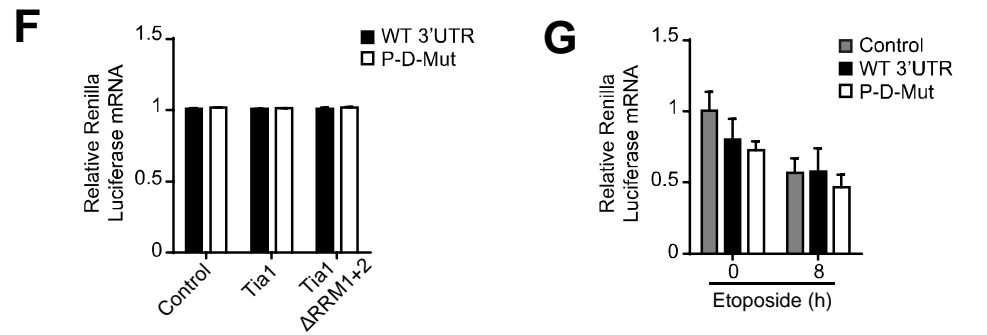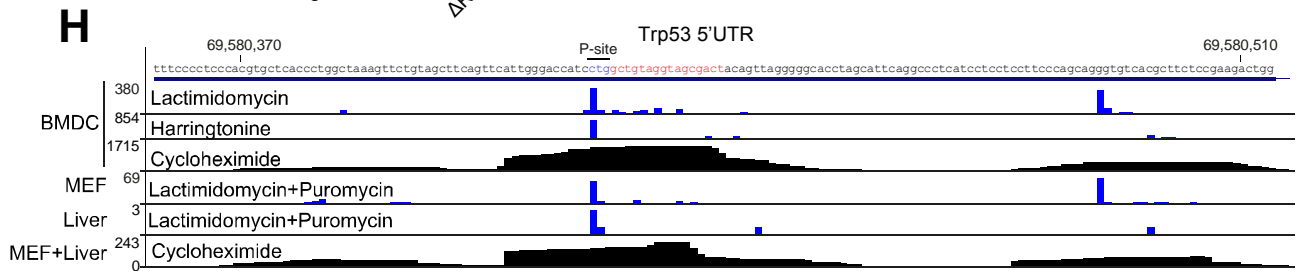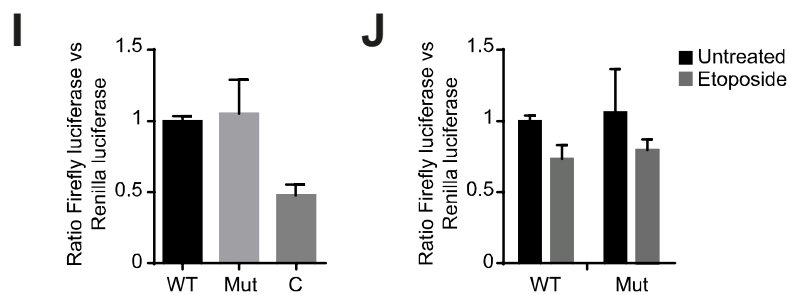

**Supplementary fig. 5. Tia1 deficiency does not alter p53 mRNA abundance.**

**A**, Murine p53 3'UTR nucleotide sequence cloned to generate the psiCheck2-p53 3'UTR (WT) plasmid construct. Red boxes highlight the proximal and the distal sequences bound by Tia1. **B**, Quantitation by qPCR of Tia1 and Hprt mRNA abundance in HEK293 cells co-transfected with a psiCheck2 control or a psiCheck2-p53 3'UTR (WT) plasmid construct and a gene-specific dsi-RNA or a scramble dsi-RNA (negative control, NC). The fold reduction in expression compared to the negative control is indicated. Data from three independent experiments is shown. **C**, Representative flow cytometry histograms showing Tia1 protein expression in HEK293 cells transfected with Tia1 dsi-RNAs, Hprt dsiRNA or scramble dsi-RNA. Data from one of the two independent experiments is shown (MFI=Median fluorescence intensity). **D**, Quantitation by qPCR of renilla luciferase mRNA in HEK293 cells described in B. Data was normalised by firefly luciferase mRNA expression to control for differences in transfection efficiency and is shown relative to the negative control (NC). **E**, Relative quantitation by qPCR of renilla luciferase mRNA in HEK293 cells transfected with a psiCheck2- p53 3'UTR (WT), a psiCheck2- p53 3'UTR P-mutant (P-Mut), a psiCheck2- p53 3'UTR D-mutant (D-Mut) or a psiCheck2- p53 3'UTR P-D-mutant (P-D-Mut) plasmid construct. Data was normalised by firefly luciferase mRNA expression and is shown as relative to the expression in cells transfected with the psiCheck2- p53 3'UTR (WT) plasmid. **F**, mRNA abundance of renilla luciferase in HEK293 cells co-transfected with a psiCheck2-p53 3'UTR (WT) or a psiCheck2- p53 3'UTR P-D-mutant (P-D-Mut) plasmid and a MIGR1-Tia1, a MIGR1-Tia1  $\Delta$ RRM1+2 or a MIGR1-empty control plasmid. Data was normalised by firefly luciferase mRNA expression and is shown as relative to the control. **G**, Analysis by qPCR of renilla luciferase mRNA expression in HEK293 transfected with a psiCheck2 control, a psiCheck2-p53 3'UTR (WT) or a psiCheck2- p53 3'UTR P-D-mutant (P-D-Mut) plasmid construct and treated after 24 hours with etoposide (20  $\mu$ M) for 8 hours. Data was normalised by firefly luciferase mRNA expression and is shown as relative to the expression in untreated HEK293 cells transfected with a psiCheck2 control vector. **H**, Visualization of ribosome footprints mapped to p53 mRNA using GWIPS-viz. Data from bone marrow-derived dendritic cells (BMDC) treated with the translation initiation inhibitors lactimidomycin or harringtonine, and from mouse embryonic fibroblasts (MEFs) and liver cells treated with lactimidomycin plus puromycin, was used to identify the p53 IRES sequence occupying the ribosome p-site. Ribo-seq coverage tracks from BMDC and MEF+Liver samples treated with cycloheximide are shown. **I**, Relative quantitation by qPCR of wild type (WT) and IRES-mutated (mut) bicistronic Trp53 IRES reporter mRNAs in transfected HEK293 cells. The ratio between two qPCR assays detecting firefly luciferase CDS and renilla luciferase CDS is shown. The ratio in control HEK293 cells transfected with a psiCheck2 empty vector was also quantified (C). **J**, Analysis of wild type (WT) and IRES-mutated (mut) bicistronic Trp53 IRES reporter mRNAs in HEK293 cells treated or not with etoposide (20  $\mu$ M) for 8 hours. Data shown as mean+s.d. are from three independent experiments in B, D, E, F, G, I and J.

**A**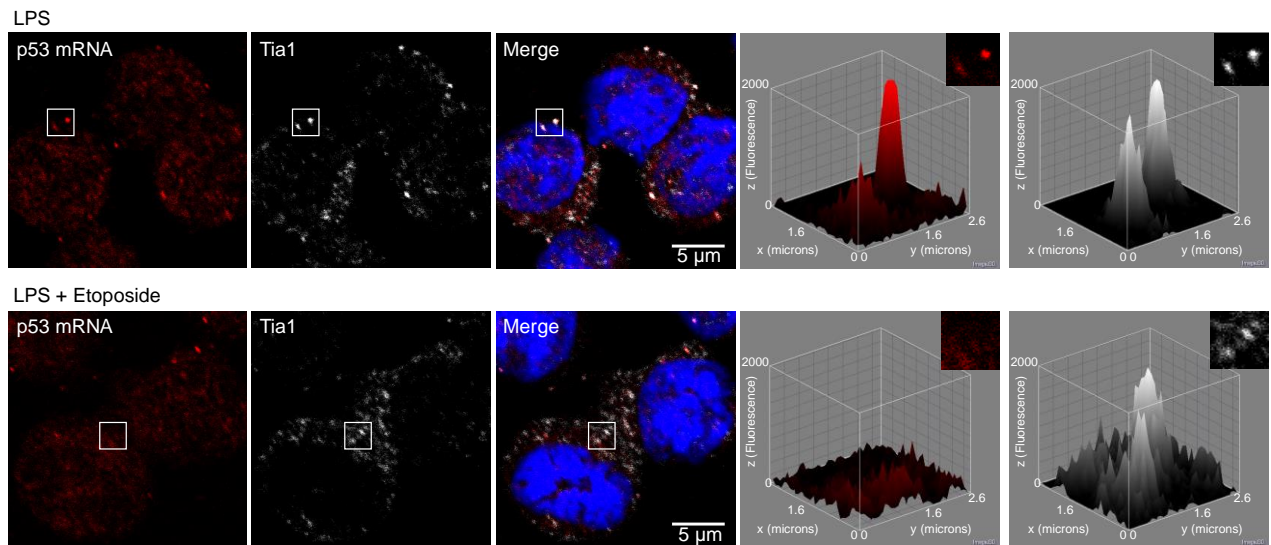**B**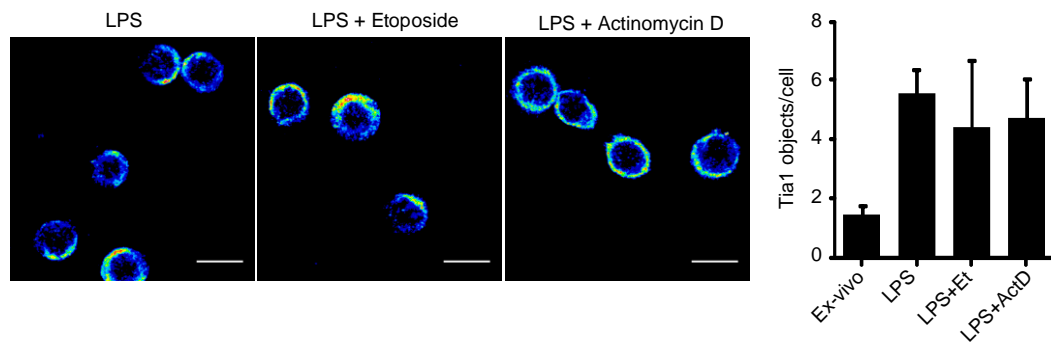**C**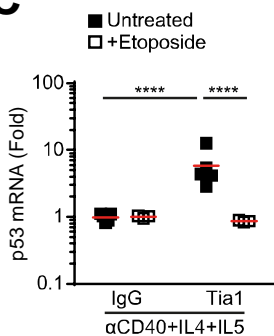**D**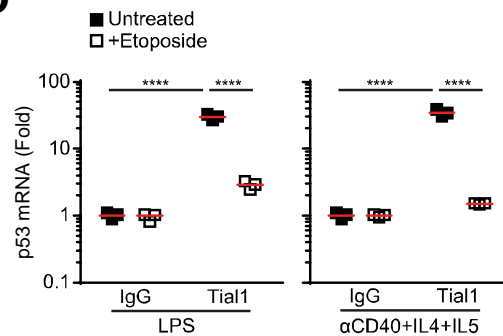**E**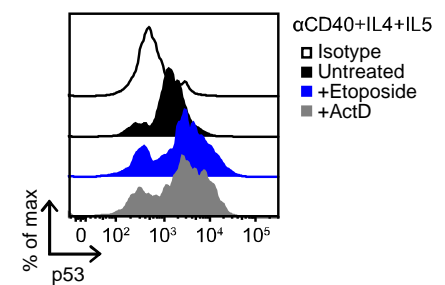

**Supplementary fig. 6. Etoposide induces p53 mRNA release from stress granules.**

**A**, (relates to figure 3H) Confocal analysis of p53 mRNA and Tia1 protein in LPS-activated B cells treated or not with etoposide. Fluorescence intensity 3D maps from a selected region (white boxes) were generated to visualise Tia1 protein and p53 mRNA accumulation in cytoplasmic stress granules. Z-axis of 3D maps relates to fluorescence intensity (FI). Representative images are from one of the two independent experiments performed. A minimum of five confocal images were analysed in each experiment. **B**, Confocal imaging of Tia1- containing granules in activated B cells treated with etoposide or actinomycin D (ActD). Left panels, representative confocal images showing Tia1 fluorescent signal as a spectrum of colours (from black to red).

Red colour marks fluorescence signal saturation associated to Tia1 containing granules. Right panel, quantification of Tia1- containing granules per cell. Data is shown as the mean +SEM of values from a minimum of six confocal images from at least two independent experiments. **C**, Tia1 protein:p53 mRNA co-immunoprecipitation in B cells activated with  $\alpha$ CD40+IL4+IL5 and treated or not with etoposide. Data from two independent experiments (1-3 experimental replicates in each) are shown. Mann-Whitney test was performed for statistical analysis of the data (\*\*\*\*p<0.0001). **D**, Co-immunoprecipitation of Tia1 protein and p53 mRNA in B cells activated either with LPS (left) or  $\alpha$ CD40+IL4+IL5 (right). Etoposide was used to induce DNA damage. An IgG isotype antibody was used as negative control. Data from three biological replicates collected in one independent experiment are shown. Mann-Whitney test was performed for statistical analysis of the data (\*\*\*\*p<0.0001). **E**, Mouse p53 3'UTR sequence cloned into psiCheck2-p53 3'UTR Full. Nucleotide sequence removed in the psiCheck2-p53 3'UTR Short vector is underlined. **F**, Intracellular flow cytometry of p53 protein expression in B cells activated with  $\alpha$ CD40+IL4+IL5 for 48 hour prior treatment with etoposide or actinomycin D.

**A**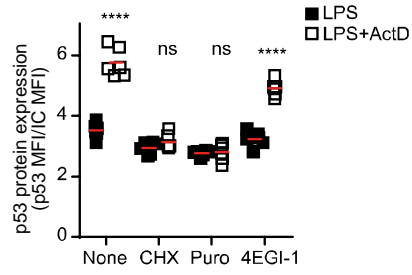**B**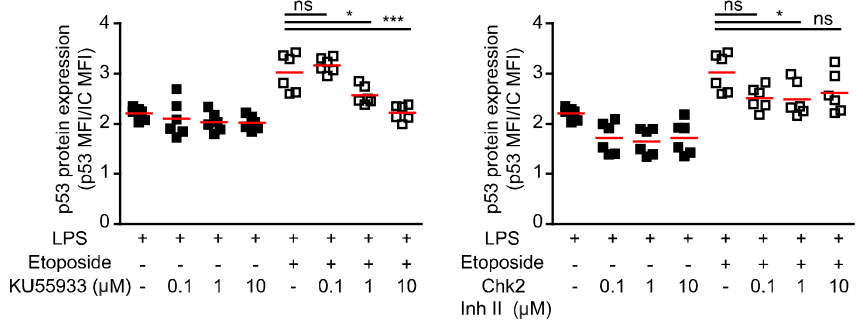**C**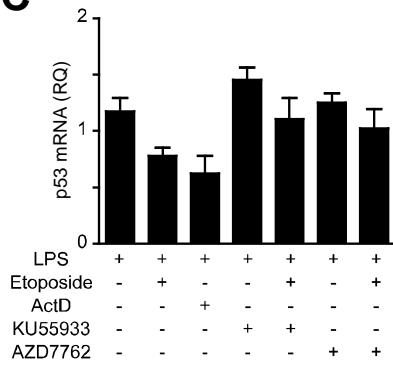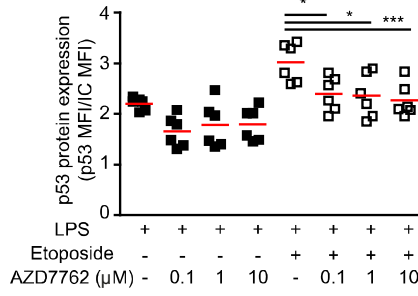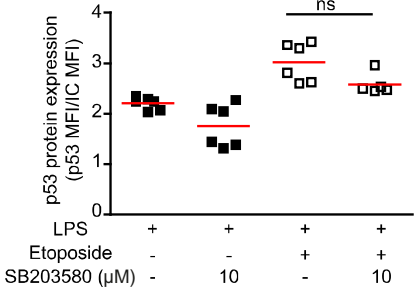**D**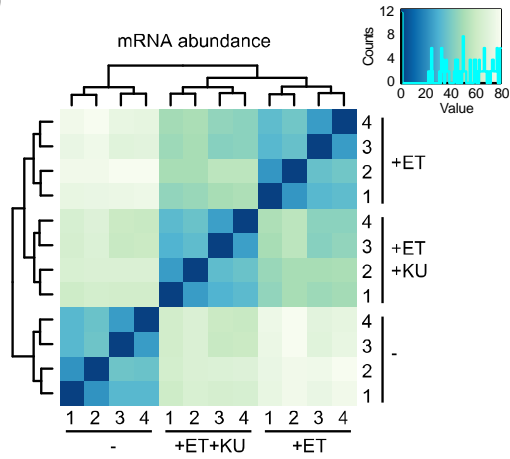**E**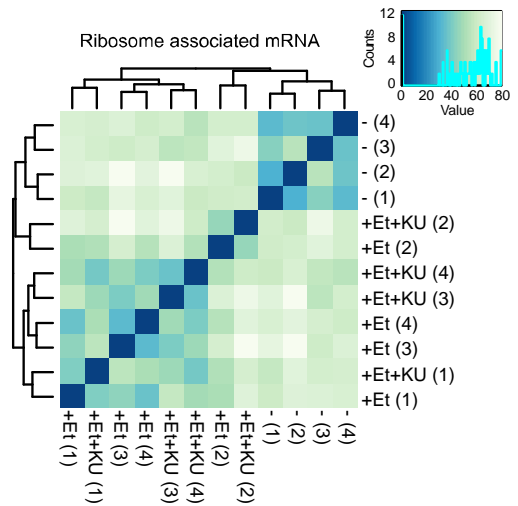**F**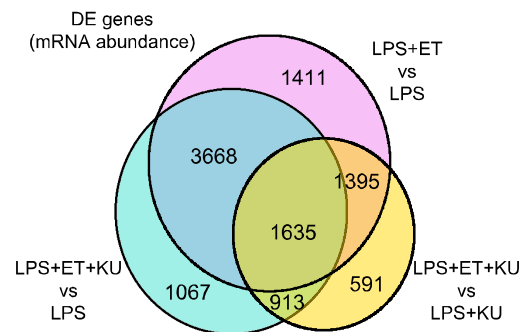**G**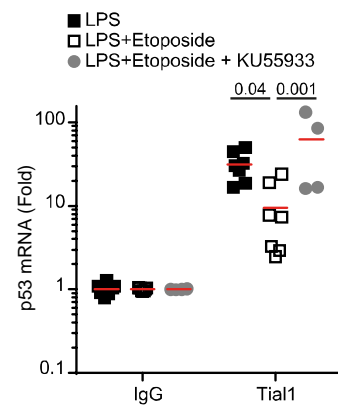

**Supplementary fig. 7. ATM kinase modulates p53 mRNA translation.**

**A**, Analysis by flow cytometry of p53 protein expression in LPS-activated B cells treated with the inhibitors of translation cycloheximide, puromycin or 4EGI-1 prior induction of DNA damage with actinomycin D. Data are from six biological replicates collected in two independent experiments. Two-way ANOVA and Bonferroni post-test analysis was performed (ns= non-significant, \*\*\*\* $p < 0.0001$ ). **B**, Quantitation of p53 protein levels in B cells incubated with the ATM inhibitor KU55933, the Chk1/2 inhibitor AZD7762, the Chk2 inhibitor II or the p38 inhibitor SB203580 prior induction of DNA damage with etoposide (related to Figure 4A). p53 expression was quantified by intracellular flow cytometry in A and B. Data are shown as the median of fluorescence intensity (MFI) of p53 normalized by the MFI of an isotype antibody control. Data are from six biological replicates from the two independent experiments performed. (Mann-Whitney test, ns= non-significant, \*  $p < 0.05$ , \*\*\* $p < 0.001$ ). **C**, p53 mRNA expression in activated B cells incubated with KU55933 or AZD7762 prior treatment with etoposide. Actinomycin D (Act D) was alternative used to induce DNA damage. Data are shown as the mean value from three biological replicates + s.d. **D**, Cluster analysis of the transcriptome of B cells treated with LPS (-), LPS+Etoposide (+ Et) or LPS+Etoposide+KU55933 (+Et +KU). B cell transcriptome was measured by mRNAseq (each number identifies one of 4 biological replicates). **E**, Cluster analysis of the ribosome- associated mRNA translatome measured by Polysome fractionation followed by 3'end sequencing (PolyRibo-3' RNA-seq) (each of the 4 biological replicates is identified by a number). **F**, Venn- diagram of differentially expressed mRNA (total mRNA abundance) on the pairwise comparisons of the conditions described in D. **G**, Tial1 protein: p53 mRNA co-immunoprecipitation in activated B cells treated with etoposide in the presence of the ATM inhibitor KU55933. 

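In panel D each condition has 4 libraries, and in panel F the pairwise comparisons share those libraries. Counted again over 15567 genes, 1875 genes passed the threshold in all 3 comparisons. Another 3813 passed it in both comparisons against LPS only, 1336 with etoposide against LPS and with KU55933 against etoposide, and 947 with KU55933 and etoposide against LPS and against etoposide. A single comparison alone was passed by 1031, 972 and 419 genes, for etoposide against LPS, KU55933 and etoposide against LPS, and KU55933 and etoposide against etoposide. Of the 5688 genes past the threshold in both comparisons against LPS, 5581 (98.1%) changed in the same direction and 107 in opposite directions. Both use the LPS libraries. In 1000 simulations with the changes of KU55933 and etoposide moved to random genes of similar count, 54.2% to 58.3% of the genes that passed in both changed in the same direction. Of the 3211 genes changed by etoposide and by KU55933 under etoposide, the inhibitor acted against the etoposide change for 2728 (85.0%) and added to it for 483 (15.0%). These comparisons share the libraries with LPS and etoposide, and with the inhibitor changes moved to random genes in the same way, 50.7% to 56.2% were opposite.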

An IgG isotype antibody was used as negative control. Data from the three independent experiments performed are shown as relative enrichment compared to the LPS-treated IgG control.

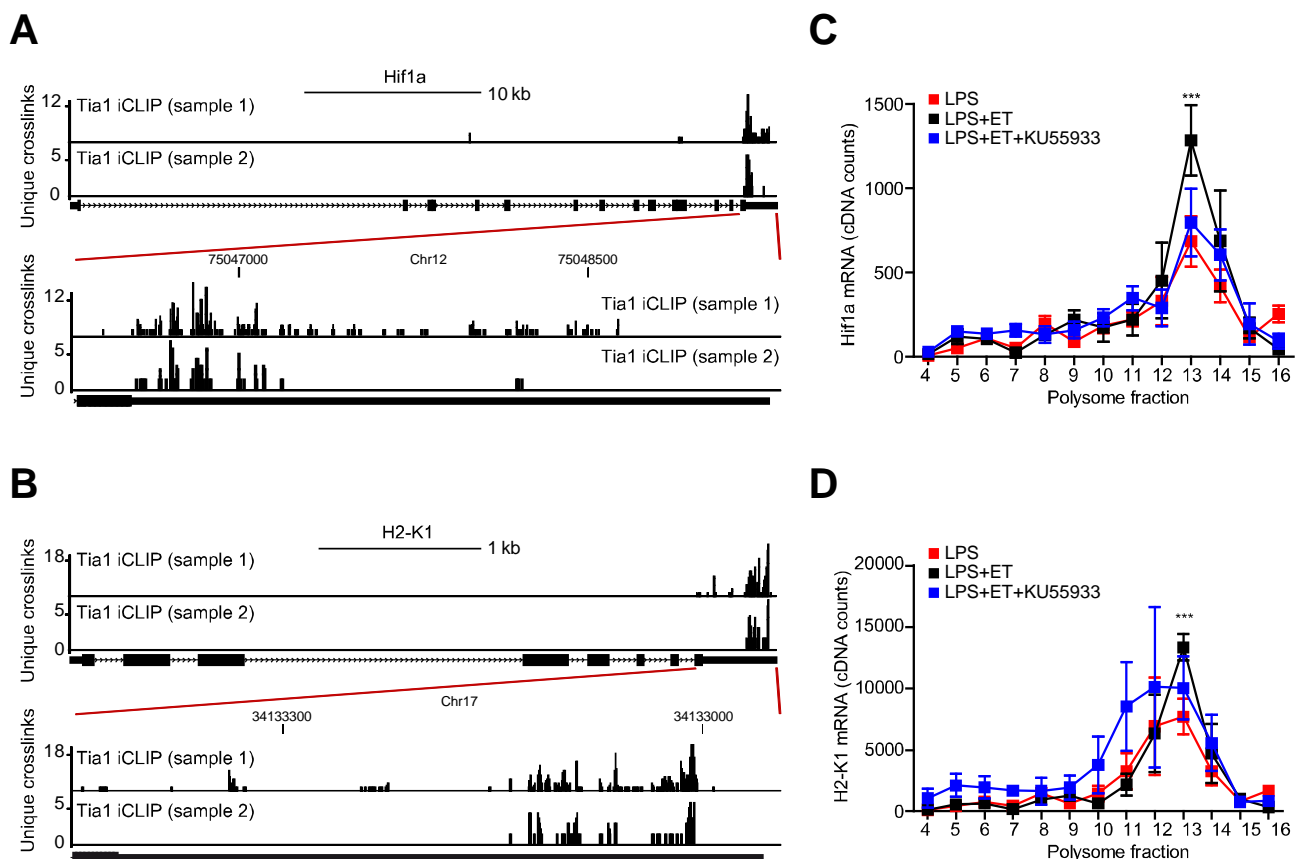

**Supplementary fig. 8. Tia1 binds to Hif1α and H2-K1 3'UTRs.**

**A**, Map of Tia1- binding sites across Hif1α gene locus. **B**, Polysome profile of Hif1α quantified by PolyRibo-3' RNA-seq. **C**, Tia1- binding sites mapped to H2-K1 gene locus. Tia1 binding to the last exon was magnified in A and C (bottom genomic tracks). Data from the two iCLIP experiments performed are shown. **D**, Polysome profile of Hif1α from PolyRibo-3' RNA-seq experiments. LPS-activated B cells were treated or not with the ATM inhibitor KU55933 prior induction of DNA damage with etoposide. Data shown as mean cDNA counts + s.e.m. (n=4, post-hoc pairwise t-test, \*\*\* p<0.001 for both comparisons: LPS vs LPS+etoposide (LPS+ET) and LPS+Etetoposide vs LPS+Etetoposide+KU55933 (LPS+ET+KU55933)).

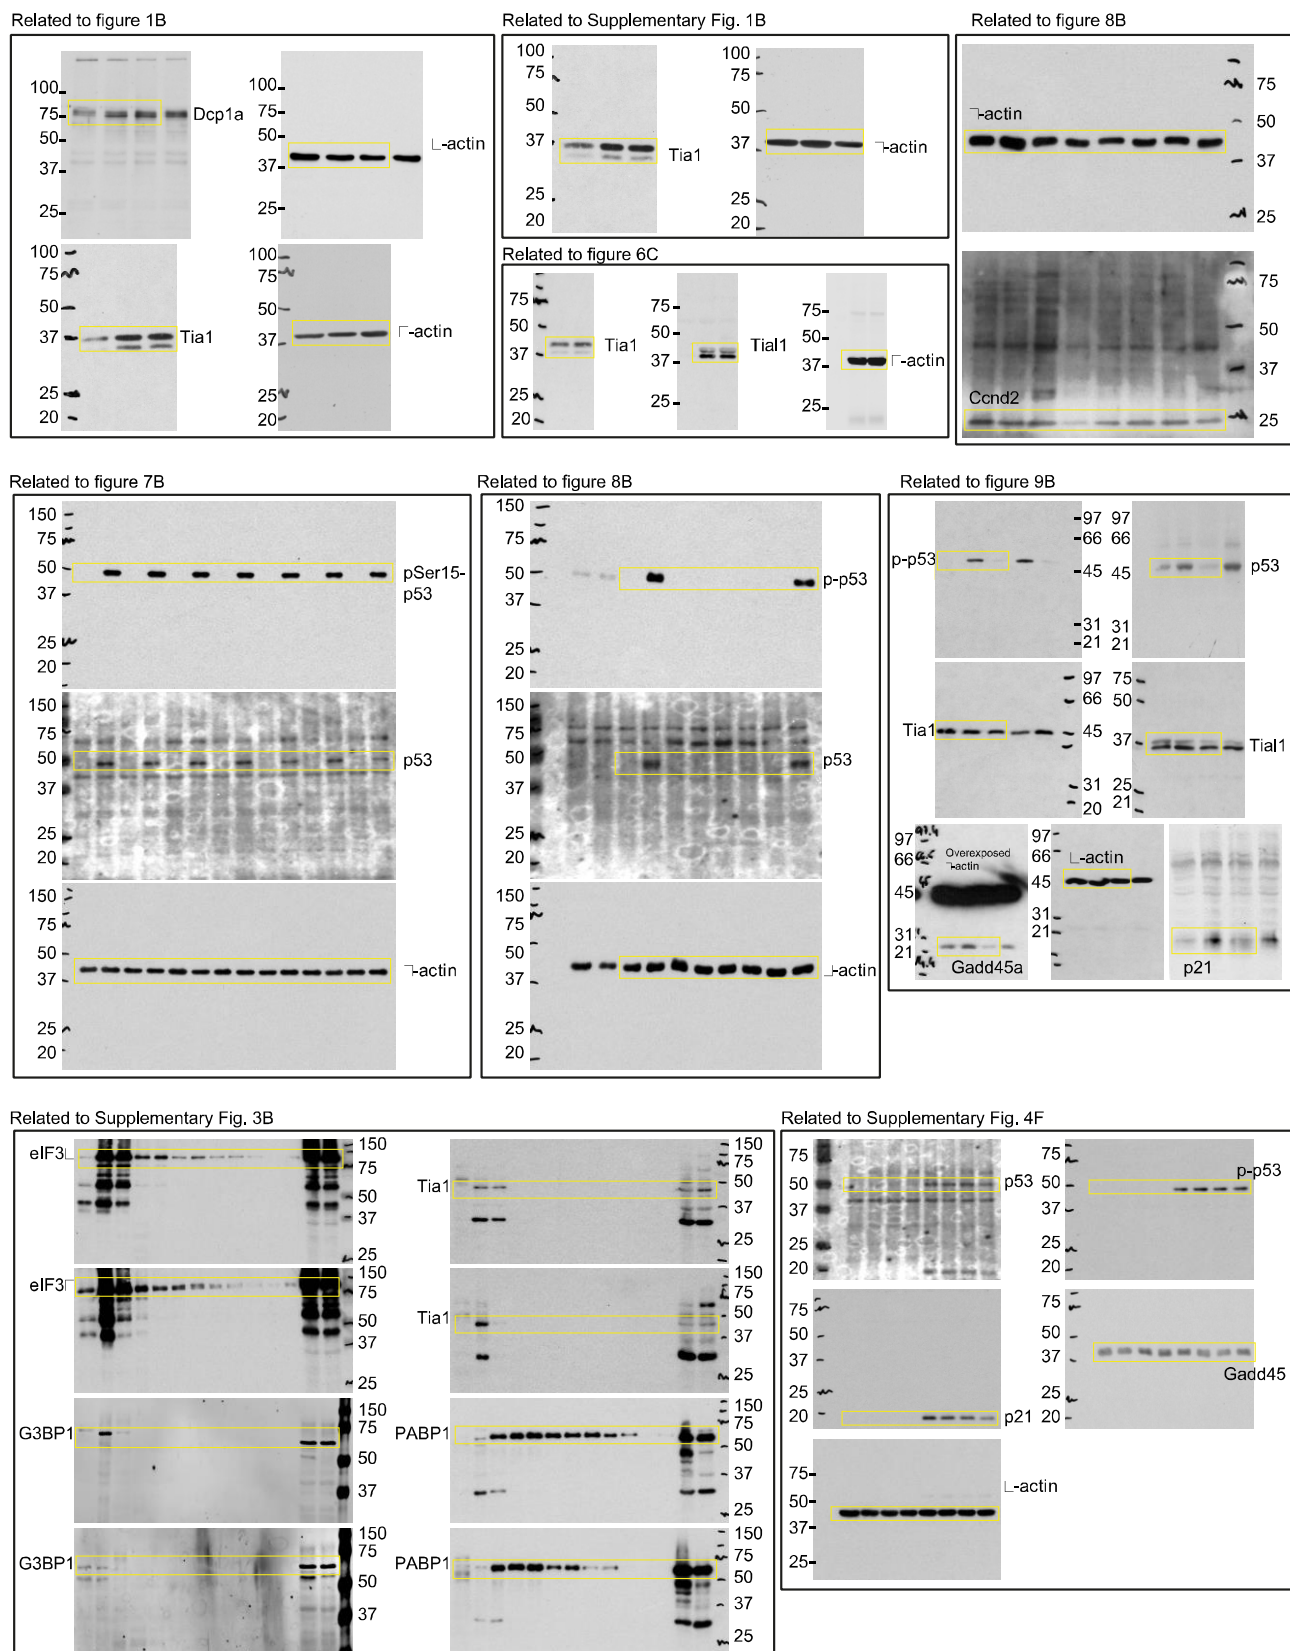

Supplementary fig. 9. Immunoblots.

**Supplementary Table 1.** Reagents, antibodies, qPCR primers and probes.

|           |     |              |                                                                                |
|-----------|-----|--------------|--------------------------------------------------------------------------------|
| mRNARt_45 | IDT | 3'end RNAseq | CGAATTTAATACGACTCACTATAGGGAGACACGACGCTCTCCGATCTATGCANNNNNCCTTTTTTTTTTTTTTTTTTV |
| mRNARt_46 | IDT | 3'end RNAseq | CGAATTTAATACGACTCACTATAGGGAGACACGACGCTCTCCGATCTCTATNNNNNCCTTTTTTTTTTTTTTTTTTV  |
| mRNARt_47 | IDT | 3'end RNAseq | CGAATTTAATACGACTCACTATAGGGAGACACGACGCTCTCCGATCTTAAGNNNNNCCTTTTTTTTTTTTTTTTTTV  |
| mRNARt_48 | IDT | 3'end RNAseq | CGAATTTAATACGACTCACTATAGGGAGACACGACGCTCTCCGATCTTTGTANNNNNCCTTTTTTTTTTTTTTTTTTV |
| mRNARt_49 | IDT | 3'end RNAseq | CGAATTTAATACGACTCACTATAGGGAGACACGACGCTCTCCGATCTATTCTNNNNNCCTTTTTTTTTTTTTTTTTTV |
| mRNARt_50 | IDT | 3'end RNAseq | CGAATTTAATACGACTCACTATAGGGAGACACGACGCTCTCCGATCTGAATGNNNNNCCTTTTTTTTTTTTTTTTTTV |

How the deposited data were processed for this re-analysis (not part of the article)

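Total mRNA abundance was measured by mRNAseq in 12 libraries of mouse splenic B cells, 4 for each of 3 conditions: LPS, LPS with etoposide, and LPS with KU55933 and etoposide. The polysome, iCLIP and RT-qPCR experiments of the paper were not analysed here. The sample labels state the time with LPS before the inhibitor and etoposide, and do not state whether the cells with LPS alone stayed in culture for the further 4 h. The libraries of a condition carry Illumina indexes that no other condition carries.

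The authors mapped the reads with TopHat2, counted them with HTSeq and fitted DESeq2. The deposited table of normalized counts holds a signal in each library, which was tested as described at the experiment and is the fitted mean of the condition times the size factor of the library. The 3 deposited comparisons of the authors hold a mean signal, the log2 fold change and its standard error, a Wald score, a p-value and an adjusted p-value for each gene. The adjusted p-values of the authors equal a Benjamini-Hochberg adjustment over the listed genes to within 0.000827. The standard errors reach at most 0.55 at every level of expression, from means under 10 to means of 1000 or more, as the fold changes of a fit moderated toward 0 do.

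Computation was in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Size factors were recovered from the ratios of the columns and the offsets to the deposited fold changes, and set on the genes with a mean above 100. Per gene, the two-sided p of the authors' DESeq2 Wald score was adjusted over the genes that passed the filter. The test with limma chosen before the data were examined, like the other choices of results, lists, filters and alternatives named here, needs values per replicate and could not be run on fitted means. It was replaced by the Wald test, the planned rotation test of lists by random lists, and the planned split of replicates for the share kept by simulation. Simulations drew the mean of each gene in each condition 1000 times with the variances that the 3 standard errors imply, and treated genes as independent, so that their SDs are lower limits. Lists were compared with 10000 lists of random genes drawn within 20 bins of mean count. Adjustment for exonic length, genomic span, GC content and mean count used cubic polynomials on GENCODE M21 annotation, which covers 99.5% of the tested genes. Confidence intervals are at the 95% level and cover only what the standard errors cover.

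Gene lists for p53 targets, NF-kB targets, immediate early genes, interferon-stimulated genes, mitosis, replication, macrophages, T cells and red blood cells, 9 in all, were written from general knowledge before the data were examined. The genes named are those the paper names for these data, the 3 largest rises and falls past the threshold in etoposide against LPS and in KU55933 under etoposide with a mean count of at least 100, and the 3 p53 targets that moved most each way with KU55933. Results for some of the genes the paper names are not reported here. The rule also asked for the same direction in each pair of libraries with the same number, which fitted means cannot show. The genes of the macrophage list named in the closing section are the 8 of it that passed the filter.

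The functions were tested on simulated data drawn from the real means and standard errors of 14970 genes for etoposide against LPS. Of 200 genes changed by 1 on the log2 scale, 76.5% were called, and 1.92% of all calls were unchanged genes. A simulated share kept of 70% was recovered as 70.9%. The noise was drawn from the same standard errors that the test used, so that this cannot show whether they are too small. In the data 51.7% of genes passed the threshold, and these rates do not carry over to it.

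The alternatives tried were pseudocounts of 0.5 and 5, no filter and a minimum of 50 counts, TMM factors with trims of 30% and 5%, quantile normalization, an adjusted p of 0.05, a minimum of 2-fold, a slope in place of the median share, the 500 most variable genes, Pearson's correlation as the distance, a window of 500 counts and the 10% of genes with the highest mean. Library totals as the scaling, the columns as deposited, protein-coding genes only, a minimum of 10 counts in every library and the window stated in the legend of Fig. 4a were added after the data were seen. The columns as deposited add the same amount to the log2 fold change of every gene in a comparison, and single genes other than Trp53 are not reported under that setting. The simulations that move the changes with KU55933 to other genes were also added after the data were seen: they exchanged these changes at random among genes of similar count, within the 20 bins, and kept the errors of the libraries that 2 comparisons share.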

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

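The scaling tests, the macrophage tests, and the length, GC and expression tests of the interferon genes under etoposide and of the NF-kB and mitosis genes with KU55933 were chosen only after the results were seen. The gene lists concern genes outside those the paper discusses, and each list here has a median beyond the central 95% of 10000 random lists with similar counts, which chance gives in 1 of 20 lists. Members of a list are regulated together, so that these percentiles overstate the certainty.

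Interferon-stimulated genes had a median log2 fold change of 0.88 with KU55933 under etoposide (simulated SD 0.089), with 22 of 22 genes higher, 16 of them past the threshold over all genes and 18 adjusted over the list alone. Under etoposide without the inhibitor the same list had a median of −0.46 (simulated SD 0.073), with 20 of 22 genes lower, 11 past the threshold downward and 2 upward, 13 in total also adjusted over the list alone. With KU55933 and etoposide against LPS alone the median was only 0.21 (simulated SD 0.069). There 15 of 22 genes were higher, 8 past the threshold upward and 1 downward. Part of the rise with the inhibitor is therefore a return from the fall with etoposide. The tables argue against gene length, GC content, mean count and the authors' normalization as the whole cause. After adjustment for gene length, GC content and mean count the medians with KU55933 under etoposide and with etoposide alone were 0.81 and −0.39, still beyond the random lists. Over TMM factors, quantile normalization and library totals the values nearest to 0 were 0.91 and −0.33 in the same order. More macrophages in the cultures with the inhibitor would bring their abundant transcripts. The macrophage list had a median of −0.12 (simulated SD 0.10), while the limit set for excluding them, a fall below 0 by more than 2 simulated SDs, was not reached. A looser limit, set after the value was seen, was dropped. Of its 12 genes, 8 passed the filter and so are expressed in these cultures. From etoposide to KU55933 and etoposide, its most abundant genes Ctss and Mpeg1, which B cells may express too, went from 5518 to 5141 and from 4157 to 3793 normalized counts, Cd68 from 210 to 174 and Itgam from 128 to 114. Adgre1 went from 44.9 to 39.2 and Csf1r from 10.3 to 9.64, while Lyz2 rose from 47.7 to 50.8 and Cd14 from 24.0 to 40.3 (adjusted p = 0.068). The 6 genes other than Ctss and Mpeg1 changed by −37.1 counts in sum (simulated SD 32.6), while the interferon-stimulated genes gained a median of 872 counts each. This comparison of counts, added after the limit on the median had not been reached, argues against more macrophages as the source of the whole rise. It does not bear on a response within macrophages already present or on single genes. The labels give the cells with and without the inhibitor the same total time in culture, so that culture time bears only on the comparison with LPS alone, where it stays open. The Illumina indexes and an action of KU55933 other than on ATM cannot be told apart from the inhibition of ATM with these conditions, and no cells received KU55933 without etoposide.

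Genes of mitosis had a median of −1.36 with etoposide (simulated SD 0.066), with 22 of 22 genes lower and 20 past the threshold both over all genes and adjusted over the list alone. With KU55933 under etoposide their median was a further −0.58 (simulated SD 0.054), with 20 of 22 lower, 13 past the threshold downward and 1 upward, and 16 adjusted over the list alone. Adjusted for length, GC content and mean count these medians were −1.25 and −0.56, and over the 3 other scalings the values nearest to 0 were −1.19 and −0.53. These values argue against such trends and against the authors' normalization as the whole cause. A lower share of dividing cells is a candidate explanation that expression values alone do not separate from lower expression per cell, and it was not tested.

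Replication genes had a median of −0.43 with KU55933 under etoposide (simulated SD 0.043), with 23 of 23 lower and 12 past the threshold, 12 also adjusted over the list alone. The median was −0.41 after adjustment for length, GC content and mean count and at its nearest to 0 −0.37 over the other scalings. As for the mitosis genes, the share of cells in S phase stays open.

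Immediate early genes had a median of 0.91 with etoposide (simulated SD 0.19), with 11 of 15 higher, 8 past the threshold upward and 3 downward, 11 in total also adjusted over the list alone. The median stayed at 0.78 after adjustment for length, GC content and mean count, and the lowest value over the other scalings was 0.79. Handling of the cells at the time of treatment may raise these genes too, and the labels do not state how the cells with LPS alone were handled at that time, so that this explanation remains open beside a response to DNA damage.

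NF-kB targets had a median of 0.22 with KU55933 under etoposide (simulated SD 0.043), with 17 of 22 higher, 10 past the threshold upward and 2 downward, 12 in total also adjusted over the list alone. It was 0.23 after adjustment for length, GC content and mean count. Over TMM factors, quantile normalization and library totals the value nearest to 0 was 0.25. With the columns as deposited the median was 0.13. The direction is not common to the list, and a biological explanation was not tested.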

How the results depend on the processing

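The settings with library totals as the scaling, the columns as deposited, protein-coding genes only, a minimum of 10 counts in every library and the window of the legend of Fig. 4a were chosen only after the results were seen. No paired analysis was possible because the fitted table gives 1 value per gene and condition. For the same reason limma, edgeR or DESeq2 on whole reads, rotation tests of lists and camera, a term for the replicate or the pool, fits of only 2 conditions, each library left out in turn, other splits of the samples and the split of replicates for the share kept were not run. Pseudocounts do not enter the counts of genes.

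The counts of changed genes stayed within 1.5 times of 8055, 7607 and 4577 under each alternative except a minimum of 2-fold, which left 3167 genes with etoposide, 2658 with KU55933 and etoposide against LPS and 968 against etoposide, by its construction. Library totals raised the median of all genes by 0.13 and 0.18 on the log2 scale in the 2 comparisons against LPS, and the columns as deposited by 0.34 and 0.24. The share of changed genes that were higher, 50.3% with etoposide and 51.3% with KU55933 and etoposide, became 62.6% and 68.6% with library totals and 79.3% and 73.8% with the columns as deposited. Both also fell under an equal split, with etoposide to 45.9% with TMM factors, 46.9% after quantile normalization, 45.0% with a minimum of 50 counts, 45.1% with 10 counts in every library and 49.6% at an adjusted p of 0.05, and with KU55933 and etoposide to 48.8% with TMM factors, 48.0% with a minimum of 50 counts and 47.5% with 10 in every library. With KU55933 under etoposide the share went from 45.0% to 28.4% with the columns as deposited, to 49.9% with TMM factors, and past an equal split to 52.2% with library totals and 52.1% after quantile normalization, so that the direction of the majority depends on the scaling in all 3 comparisons. Among the 2-fold genes it was 69.9%, 64.6% and 28.1%.

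The share of the etoposide change kept, 74.2%, was 73.6% with a pseudocount of 5, 72.5% without filter, 75.3% with a minimum of 50 counts, 75.4% with 10 counts in every library, 71.9% after quantile normalization, 77.2% with library totals, 72.9% with the columns as deposited, 74.8% at an adjusted p of 0.05 and 69.2% as a slope. The difference in distances, 36.4, was 37.3 and 32.5 with pseudocounts of 0.5 and 5, 35.6 without filter, 34.6 with a minimum of 50 counts, 33.2 with 10 counts in every library, 30.2 after quantile normalization, 41.0 with library totals, 40.1 with the columns as deposited and 23.1 with the 500 most variable genes. As 1 minus Pearson's correlation it was 0.0171. Both results kept their direction in all of these.

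The shift of highly expressed genes, −0.075, was −0.10 without filter, −0.036 with a minimum of 50 counts, −0.038 with 10 counts in every library, −0.092 with a window of 500 counts, −0.21 in the 10% of genes with the highest mean, −0.093 among protein-coding genes and −0.14 in the window of the legend. Only quantile normalization reversed it, to 0.044. A scaling by 1 factor per library cancels in this difference. The median of the p53 targets with etoposide, 2.71, was 2.65 with TMM factors, 2.84 after quantile normalization and with library totals, 3.04 with the columns as deposited and 2.55 with 10 counts in every library. With KU55933 under etoposide, −0.57 became −0.51 after quantile normalization, −0.53 with library totals, −0.67 with the columns as deposited and −0.49 with 10 counts in every library.

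Trp53 with etoposide reversed to 0.15 after quantile normalization, 0.027 with library totals and 0.23 with the columns as deposited. Over its alternatives the adjusted p ranged from 0.00874, with the columns as deposited, to 0.797. After quantile normalization other named genes reversed as well. These were Trp53 with KU55933 and etoposide against LPS (0.060), with etoposide Mat2a (0.092), Med13 (0.27), Akap13 (0.024), Tial1 (0.033) and Dcp1a (0.072), against LPS with the inhibitor Tial1 (0.084) and Dcp1a (0.18), and with KU55933 under etoposide Tial1 (0.050) and Ccnd2 (0.0035). With library totals Med13 (0.11), Tial1 (0.013) and Dcp1a (0.081) reversed with etoposide, Tial1 (0.044) and Dcp1a (0.17) against LPS with the inhibitor, and Tial1 (0.030) and Ccnd2 (0.0095) with KU55933 under etoposide. With TMM factors Pabpc1 (−0.0036) and Tia1 (−0.0039) reversed against LPS with the inhibitor, and Tial1 (0.015) with KU55933 under etoposide. Of these, only Trp53 with KU55933 and etoposide had passed the threshold with the authors' size factors. With TMM factors, library totals and the columns as deposited these reversals follow by construction, since every gene of a comparison is shifted by the same amount and values near 0 change sign. For the reversals after quantile normalization and the other changes here the cause was not tested.

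The median standard error with etoposide was 0.30 for genes with means of 10 to 100 counts and 0.098 for genes with means of 1000 or more. It holds counting error and spread between replicates together.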

Differences from the paper's values

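The window of the legend of Fig. 4a and the columns as deposited were chosen only after the results were seen.

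The paper gives the mean number of normalized reads per gene as 11.63 on the log2 scale. The mean over the genes past the filter was 10.56 here. Of the alternatives set before the data were examined, none reaches the paper's value: the mean was 10.04 without filter and 10.88 with a minimum of 50 counts.

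Total p53 mRNA is drawn in Fig. 4e as about 5200 with LPS and about 6100 with etoposide, read by eye, a log2 ratio of about 0.23. The log2 fold change here was −0.11 (standard error 0.082). It stayed negative with pseudocounts of 0.5 and 5, without filter, with a minimum of 50 counts and with TMM factors (−0.16). After quantile normalization it was 0.15, which differs from the ratio in the figure by less than the standard error. The columns as deposited, not divided by size factors and tried after the values were seen, gave 0.23. That setting adds 0.34 to the log2 fold change of every gene by construction, and 2141 of the 7867 tested genes that the authors' deposited table calls with etoposide are then no longer called in the same direction. The count of genes past the threshold, 8055, and the paper's 6340 differ by less than 1.5 times. The authors' deposited comparison lists 8380 genes below the same adjusted p, so that the paper's 6340 is not its full count. Why 6340 is lower was not tested.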

Other observations

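The tests on the correlation with common libraries, on the unit of the table, on quantile normalization and on the shares of the mitosis and interferon lists were chosen only after the result was seen.

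The table named as normalized counts has columns whose log2 ratios are constant over genes within a condition, and constant between conditions once the authors' log2 fold change is subtracted, with a largest deviation of 1.5e-14. Replicate counts would have given scatter in this test. The values in the table are consistent with fitted means that carry the size factors, whose medians were 0.883 with LPS and 1.08 with etoposide. A comparison of its columns without division by these factors raises genes with etoposide, Trp53 among them. For Trp53 the means of these columns were 5230 with LPS and 6139 with etoposide. They lie near the bars of Fig. 4e, read by eye as about 5200 and 6100. Beyond this nearness, whether the bars were drawn from these columns was not tested.

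The fall of highly expressed genes with etoposide may come from the length or GC content of genes, but after removal of these trends the difference was −0.10, and against genes with means of 200 to 1000 counts it was −0.042. After quantile normalization it was 0.044. That method gives each condition the same distribution and would also take out a real shift, so that a distortion between libraries that depends on expression level and a change in mRNA abundance cannot be told apart here. The authors' size factors are 1 number per library and cancel in this difference by construction, so that they are not its cause. With at least 10 counts in every library the difference was −0.038, so that part of it depends on the filter. Without a measure of total mRNA per cell, the fall is relative to other genes.

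Long genes may lose more mRNA than short ones when transcription is blocked. With mean count and exonic length held constant, the rank correlation across genes of the log2 fold change with genomic span was −0.078 for etoposide and −0.061 for KU55933 under etoposide, both inside the limit of 0.1 set before, and genes are not independent replicates. For KU55933 and etoposide against LPS it was −0.11. The 10% of genes with the longest span, from 98.9 kb, had a median log2 fold change of −0.25 with etoposide, and the 10% with the shortest −0.0024.

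KU55933 might remove 1 common fraction of the etoposide change of every gene. Genes that rose with etoposide kept a median of 69.3% and genes that fell 81.9%, a difference of −12.6 percentage points (simulated SD 0.691). With library totals the difference was 5.81 points, so that its sign depends on the scaling and it decides nothing. The mitosis and interferon lists both fell in median with etoposide, and the median shares of their called members differed by at least 128 points (simulated SD 9.04) under each of 5 scalings, which argues against 1 common fraction for these lists. Among called members of the lists the median share was 79.7% for p53 targets, 140% for mitosis, 137% for replication, 11.5% for interferon-stimulated genes, 36.3% for NF-kB targets and 91.6% for immediate early genes. The share was below 0 for 7.77% of the 8055 genes and at least 100% for 28.9%.

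Across genes the etoposide change and the change with KU55933 under etoposide had a Pearson r of −0.57 (Spearman's rho −0.43). Both use the libraries with LPS and etoposide, which gives a negative r by itself, and simulations without an effect of the inhibitor gave r from −0.12 to −0.065. No simulation with the common libraries alone gave a value as far from 0.

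The lists without a median beyond the random lists were replication genes (−0.39) and NF-kB targets (−0.12) with etoposide, immediate early genes (0.14) with KU55933 under etoposide, and macrophage (0.18 and −0.12, 8 genes), T cell (0.76 and −0.13, 3 genes) and red blood cell genes (−0.54 and −0.53, 3 genes) in these 2 comparisons. The NF-kB median with etoposide was 0.010 with library totals. Only 3 genes each of the T cell and red blood cell lists passed the filter, too few for a statement on these cells.

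Hprt, to which the total mRNA in Supplementary Fig. 4D is normalized, had a log2 fold change of 0.11 with etoposide (adjusted p = 0.232), which passed the threshold with library totals and after quantile normalization. With KU55933 under etoposide it was −0.63 (adjusted p = 2.4e-14). Trp53 relative to Hprt was −0.21 (standard error 0.11) with etoposide and 0.47 (standard error 0.11) with KU55933 under etoposide, while Trp53 by the size factors was −0.16 in the latter (adjusted p = 0.121) and −0.26 with KU55933 and etoposide against LPS (adjusted p = 0.00314). The last did not pass with library totals (−0.084, adjusted p = 0.38) or after quantile normalization (0.060, adjusted p = 0.556), and relative to Hprt it was 0.26 (standard error 0.11).

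Fig. 9b concerns Gadd45a and p21 as proteins. Their mRNAs changed with KU55933 under etoposide by 0.037 for Gadd45a (standard error 0.11, adjusted p = 0.826) and −0.32 for Cdkn1a (standard error 0.10, adjusted p = 0.00817). In the authors' own Wald test, adjusted over all genes they list, Cdkn1a did not pass the threshold (adjusted p = 0.01002). With the 3 other scalings the adjusted p of Cdkn1a ranged from 0.018 to 0.0559, past the threshold in none. Mdm2 rose by 2.66 with etoposide (standard error 0.055) and fell by 0.81 with KU55933 (standard error 0.054).

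Tia1 mRNA changed by −0.25 with etoposide (standard error 0.069, adjusted p = 0.000726) and by 0.27 with KU55933 under etoposide (adjusted p = 0.000557). The former did not pass the threshold after quantile normalization (−0.095) or with library totals (−0.12). G3bp1 changed by −0.43 with etoposide (standard error 0.084) and did not pass after quantile normalization (−0.13). Pabpc1 changed by 0.17 (standard error 0.056) and did not pass with TMM factors (0.12). Tial1 (−0.12), Dcp1a (−0.053) and Ccnd2 (0.071) did not pass with etoposide. For KU55933 and etoposide against LPS, Tia1 (0.018) and Pabpc1 (0.018) did not pass with the authors' size factors. Tia1 passed there after quantile normalization (0.28, adjusted p = 0.00018) and with library totals (0.20, adjusted p = 0.00922). Pabpc1 passed there with library totals (0.20, adjusted p = 0.00101).

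The largest rises with KU55933 under etoposide were those of Cxcl10 (4.22), Gng4 (2.70) and Mt2 (2.69), and the largest falls those of Kif17 (−2.73), Notch3 (−2.73) and Ppp1r13l (−2.55), among genes past the threshold with a mean of at least 100 counts. Mat2a, Med13, Ranbp1, Cblb, Arid1a, Akap13 and Eif5a, which Fig. 4d marks with lower ribosome association, were lower with KU55933 and etoposide than with LPS for 7 of 7, 6 of them past the threshold with the authors' size factors. Med13, Arid1a and Akap13 did not pass after quantile normalization (adjusted p = 0.548, 0.0109 and 0.034), and Med13 did not with library totals (adjusted p = 0.0473).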
